# Abnormal H3K27me3 underlies degenerative spermatogonial stem cells in cryptorchid testis

**DOI:** 10.1242/dev.204239

**Published:** 2025-01-16

**Authors:** Kazushige Kuroha, Ivana Dočkal, Uroš Radović, Kuniko Nakajima, Ikue Hoshi, Shion Matsuda, Noriko Kojitani, Kazuyuki Ohbo, Shin-ichi Tomizawa

**Keywords:** Cryptorchidism, Spermatogenesis, Spermatogonial stem cells, Epigenetics, Histone modification

## Abstract

Cryptorchidism is the most frequent congenital defect in newborn males characterized by the absence of the testis from the scrotum. Approximately 90% of individuals with untreated bilateral cryptorchidism exhibit azoospermia due to defective spermatogenesis in the affected testis. Although abnormal spermatogonial stem cell maintenance or differentiation is suggested to cause germ cell degeneration in the cryptorchid testis, the underlying molecular mechanisms remain unclear. Here, we profiled spermatogonial epigenetic landscapes using surgically induced cryptorchid testis in the mouse. We show that cryptorchidism leads to alterations in local, but not global, H3K27me3 and H3K9me3 in undifferentiated spermatogonia. Of these, the loss of H3K27me3 was correlated with activation of developmental and proapoptotic pathway genes that are repressed by the polycomb machinery in germ cells. Cryptorchid spermatogonia exhibit an increase of the H3K27me3 demethylases KDM6A and KMD6B. Furthermore, we reveal that an increased temperature leads to *Kdm6a/b* upregulation in germline stem cells cultured *in vitro*. Thus, our study suggests that temperature-dependent histone demethylation may induce mRNA dysregulation due to the partial loss of H3K27me3 in spermatogonia.

## INTRODUCTION

Cryptorchidism is a condition characterized by the undescended testis into the scrotum and is one of the most frequent congenital anomalies in newborn males affecting 1-9% of boys in some North American and European countries (Braga and Lorenzo, 2017; Hadziselimovic, 2017; Holmboe, 2024). Cryptorchid testis represents deficient germ cell development and increased incidence of testicular tumors, and the bilateral form of cryptorchidism poses a risk factor for infertility (Cobellis et al., 2014). The pathology of cryptorchidism has been studied in animals using artificial cryptorchid testis induced by surgery. The treated testes exhibit variable effects on spermatogenesis: in the severest cases, it could leave only undifferentiated spermatogonia and Sertoli cells remaining in the seminiferous tubules, and other types of germ cells are lost (Farooqui et al., 1997, 2001; Kazusa et al., 2004; Nishimune et al., 1978; Zhang et al., 2002). The remaining spermatogonial stem cells (SSCs) among undifferentiated spermatogonia also represent reduced stem cell activity and alterations in marker gene expression (Ferguson et al., 2013; Kamisawa et al., 2012). Thus, abnormal SSC characteristics and differentiation capability may be crucial causative factors of degenerative germ cells in the cryptorchid testis.

Mammalian spermatogenesis is a temperature-sensitive process that proceeds in scrotum, which is 2-7°C lower than the abdominal cavity where the cryptorchid testis is positioned (Moore and Quick, 1924). Even a 15-min exposure of scrota containing testis to heat induces apoptosis of germ cells in the testis (Lue et al., 1999; Miura et al., 2002). Meiotic progression is inhibited at elevated temperatures in testis explants (Hirano et al., 2022). Furthermore, *in vitro* studies have shown that temperature affects spermatogonial DNA synthesis, SSC self-renewal, and SSC differentiation (Gao et al., 2023; Nakamura et al., 1987; Wang et al., 2019). Thus, high temperatures affect various types of germ cells in different ways. While inhibition of normal hormonal regulation is one possible cause, these reports support the hypothesis that increased temperature of the undescended testis is a crucial aspect that contributes to defective spermatogenesis (Cobellis et al., 2014; Mieusset and Bujan, 1995). However, underlying molecular mechanisms linking temperature and spermatogenesis remain poorly understood.

Male germ cell development is a complex process associated with dynamic gene expression precisely controlled by epigenetic mechanisms. In particular, reports suggest the importance of the SSC epigenome for spermatogenesis. During SSC self-renewal or differentiation, the *de novo* DNA methyltransferases DNMT3A and DNMA3B, as well as histone modifiers such as KMT2B, KDM1A, and DOT1L, play crucial roles (Dura et al., 2022; Lambrot et al., 2015; Lin et al., 2022; Shirakawa et al., 2013; Tomizawa et al., 2018). SSC self-renewal also requires polycomb repressive complex 1 (PRC1), which catalyzes histone H2A lysine 119 ubiquitylation (H2AK119Ub) as well as polycomb repressive complex 2 (PRC2), which catalyzes histone H3 lysine 27 tri-methylation (H3K27me3) (Hu et al., 2024; Maezawa et al., 2017). Moreover, SETDB1 and SUV39H proteins required for H3K9me2/3 are also crucial for SSC maintenance or progression of spermatogenesis (An et al., 2014; Liu et al., 2014; Peters et al., 2001). Thus, SSC epigenome integrity is central for the sustained maintenance and differentiation of germ cells in the testis.

Previous studies have shown that epigenetic mechanisms respond to temperature changes. Temperature-dependent sex determination in different species is correlated with DNA methylation and histone modification changes (Matsumoto et al., 2013, 2016; Navarro-Martín et al., 2011; Parrott et al., 2014; Radhakrishnan et al., 2017; Shao et al., 2014). Expression of *Drosophila* Polycomb group (PcG) genes responsible for the repressive H3K27me3 modification have also been shown to be temperature sensitive (Voigt and Froschauer, 2023). Moreover, one of the H3K27 demethylases, KDM6B (also known as JMJD3), promotes male sex determination only at low temperatures in a turtle species (Ge et al., 2018). Additionally, another repressive mark, H3K9me3, is altered and causes endogenous repeat de-repression in *Caenorhabditis elegans* exposed to high temperatures (Klosin et al., 2017). Despite these findings, it remains unexplored whether epigenetic integrity is properly maintained in the cryptorchid testis exposed to high temperatures.

In this study, we profiled the histone modification status of undifferentiated spermatogonia using surgically induced cryptorchid testis. We focus on two modifications crucial for SSCs: H3K27me3 and H3K9me3. Our histological observations demonstrated small changes in H3K27me3 and H3K9me3 levels, but chromatin immunoprecipitation sequencing (ChIP-seq) revealed alterations of a subset of local H3K27me3 and H3K9me3 peaks. While the affected H3K9me3 peaks were not correlated with transcriptional changes, H3K27me3 loss was correlated with mRNA upregulation of associated genes. In particular, developmental genes and apoptosis genes that are normally under H3K27me3 repression showed activation in cryptorchid spermatogonia. Further investigation showed that H3K27me3 demethylases KDM6A and KDM6B are upregulated in cryptorchid spermatogonia. We also show evidence that *Kdm6a/b* mRNA is upregulated in germline stem cells (GSCs) cultured under a high-temperature condition. These results suggest the possibility that epigenome abnormalities in cryptorchid spermatogonia induce premature developmental gene expression that may interfere with normal spermatogenesis.

## RESULTS

### Cryptorchidism affects spermatogonial maintenance

To systematically investigate how cryptorchidism affects spermatogonial maintenance, we performed surgery to induce unilateral cryptorchidism in mice by attaching one of the testes to the abdominal wall according to a method reported previously (Zheng et al., 2019) (Fig. 1A). We collected testes at 10 and 30 days after surgery (d10 and d30) and used these for the downstream analysis. Because the effect of cryptorchid surgery on germ cell degeneration can be inconsistent, likely due to the differing positions of the testis inside the abdominal cavity (Hirano et al., 2022), we evaluated the size and histology of our samples. Our comparison showed that cryptorchid testes were consistently smaller than untreated control testes (Fig. 1B), and the weights were significantly reduced (Fig. 1C). Hematoxylin and Eosin (H&E) staining of testicular sections confirmed time-dependent degeneration of seminiferous tubules in the cryptorchid testes with increased numbers of tubules showing a more severe loss of germ cells at d30 than d10 (Fig. 1D). Consistent with previous reports (Cai et al., 2021; Clegg, 1963; Liu et al., 2012; Zheng et al., 2019), we observed large vacuoles and abnormal morphology of germ cells as well as shrinkage of seminiferous tubules of treated sections (Fig. 1D).

**Fig. 1.**
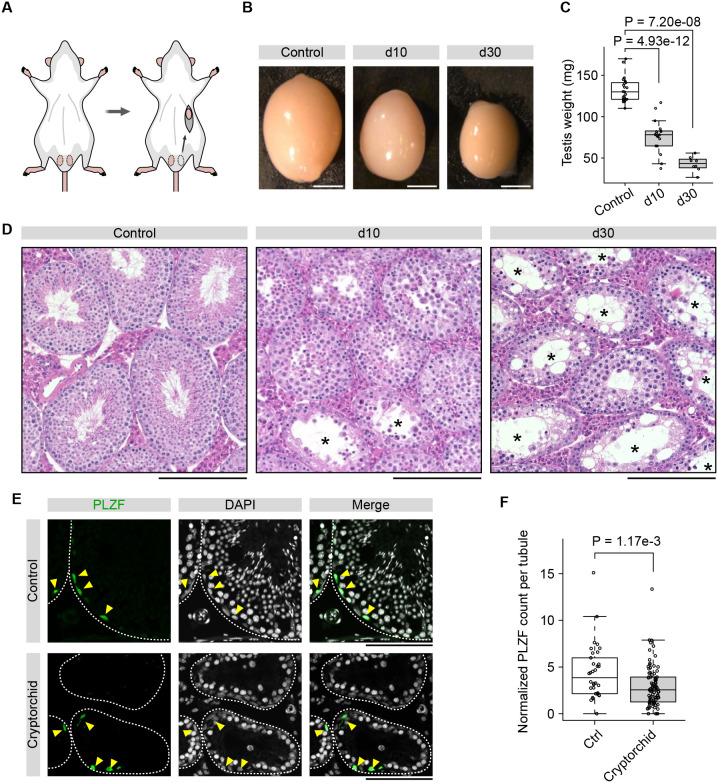
**Cryptorchidism affects spermatogonial maintenance and differentiation.** (A) Scheme showing cryptorchid surgery. One testis is placed in the abdominal cavity to induce cryptorchidism. (B) Representative images showing control and cryptorchid testis at d10 and d30 after surgery. Scale bars: 2 mm. (C) Weight of the testis in control (*n*=25), d10 cryptorchid (*n*=18), and d30 cryptorchid (*n*=8) samples. (D) H&E staining for testicular sections showing control, d10 cryptorchid, and d30 cryptorchid samples. Asterisks indicate degenerated tubules showing substantial loss of germ cells. Scale bars: 200 μm. (E) IF images showing control and cryptorchid (d30) spermatogonia stained with antibodies for PLZF (green). Gray, DAPI. Yellow arrowheads indicate PLZF^+^ spermatogonia. Dashed lines delineate seminiferous tubules. Scale bars: 100 μm. (F) Quantification of PLZF^+^ spermatogonia from IF images normalized for the seminiferous tubule diameter. *n*=34 (control) and 84 (cryptorchid) seminiferous tubules. (C,F) *P*-values are indicated above the plots (one-tailed Wilcoxon rank sum test). In box plots, data are median (horizontal line), 25th and 75th percentile; whiskers show the range; dots represent data points.

To investigate whether spermatogonial maintenance is affected in the cryptorchid testis, we performed immunofluorescence (IF) for PLZF (ZBTB16), a spermatogonial marker expressed in undifferentiated spermatogonia and differentiation-committed progenitor spermatogonia (Hermann et al., 2009, 2010; Phillips et al., 2010). Despite the substantial effect on germ cells in cryptorchid testis, we observed the presence of PLZF^+^ spermatogonia near the basement membrane in both control and cryptorchid sections (Fig. 1E). However, quantification of cell numbers normalized for the tubule diameter showed a significant decrease of PLZF^+^ spermatogonia per seminiferous tubule in cryptorchid testis. This result suggests that spermatogonial maintenance is affected in cryptorchid testis (Fig. 1E,F).

### Maintenance of global histone modification status in cryptorchid spermatogonia

To investigate whether epigenetic alterations underlie the observed effect of cryptorchidism on spermatogonial maintenance, we performed IF on d30 cryptorchid testes using antibodies for histone modifications. Because reports suggest the importance of repressive histone modifications as temperature-sensitive machinery in various species, we focused our analysis on H3K27me3 and H3K9me3. To compare fluorescent signals in an unbiased manner, we performed each IF experiment treating both control and cryptorchid testicular sections in the same drop of antibody reactions. Our experiments detected little change in the H3K27me3 signal intensity in PLZF^+^ spermatogonia (Fig. 2A,B). When analyzing H3K9me3 signals, we classified the cells into two groups according to the H3K9me3 patterns (Fig. 2C). The first group had pale, faint signals, often with peripheral signals along the nuclear envelope. In the normal spermatogonia, these cells correspond to the undifferentiated population of spermatogonia (Shirakawa et al., 2013). The second group showed patchy foci across the nucleus, which are typically observed in progenitor spermatogonia that are committed to differentiate (Shirakawa et al., 2013). Classification of these cells showed that the ratio of the patchy group increased slightly in the cryptorchid testis, but the difference was not statistically significant (Fig. 2D). Quantification of H3K9me3 fluorescent intensity demonstrated that there is a small increase in the intensity of the patchy cells (*P*=0.04), whereas that of pale cells remained unchanged in cryptorchid testis (*P*=0.19) (Fig. 2E,F). Thus, these results suggest that the effect of cryptorchidism on global H3K27me3 and H3K9me3 modification levels is small.

**Fig. 2.**
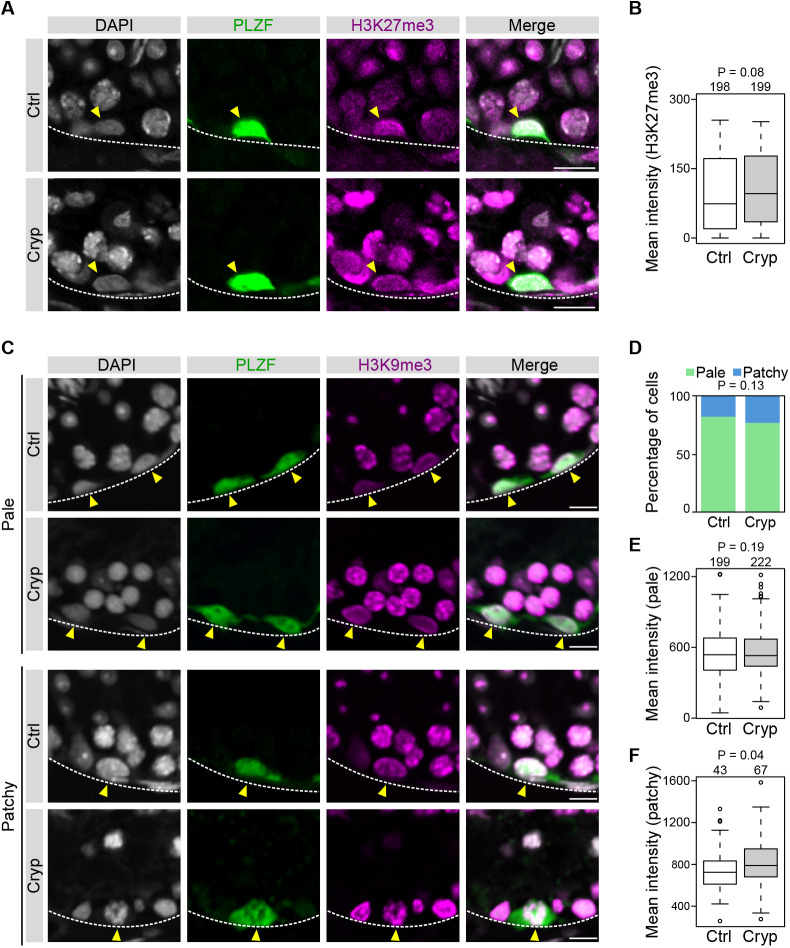
**Global levels of H3K27me3 and H3K9me3 in cryptorchid spermatogonia.** (A) IF images showing H3K27me3 intensity in PLZF^+^ spermatogonia. Yellow arrowheads indicate PLZF^+^ spermatogonia. Dashed lines delineate seminiferous tubules. Scale bars: 10 μm. (B) Quantification of H3K27me3 fluorescent intensity for PLZF^+^ spermatogonia in control and cryptorchid testis. *n*=2 mice per genotype. (C) Representative H3K9me3 signal patterns for PLZF^+^ spermatogonia in control and cryptorchid testes. Cells were classified by the pale and patchy patterns of H3K9me3 signals. Dashed lines delineate seminiferous tubules. Yellow arrowheads indicate PLZF^+^ spermatogonia. Scale bars: 10 μm. (D) Ratio of pale and patchy H3K9me3 patterns in PLZF^+^ spermatogonia. χ^2^ test was used to compare the proportions between the samples (the *P*-value is shown above the plot). *n*=3 mice per genotype. (E) Quantification of pale fluorescent signals for H3K9me3. *n*=3 mice per genotype. (F) Quantification of patchy fluorescent signals for H3K9me3. *n*=3 mice per genotype. (B,E,F) *P*-values (one-tailed Wilcoxon rank sum test) and the number of cells are indicated above the plots. In box plots, data are median (horizontal line), 25th and 75th percentile; whiskers show the range; dots represent outliers (>1.5× the interquartile range).

### Alterations in local histone modifications in cryptorchid spermatogonia

The signals from IF images do not necessarily reflect local changes in histone modifications that may affect mRNA transcription. To investigate histone modification changes at a high resolution, we performed fluorescence-activated cell sorting (FACS) for cryptorchid testes to enrich SSCs. Because d30 cryptorchid samples would exhibit abnormalities derived not only from primary defects but also from various secondary effects, the use of these samples for molecular analyses were not considered suitable. Instead, given the observation that all SSC subgroups complete the cell cycle within a period of 9 days (Nakagawa et al., 2021), we used d10 samples, which would exhibit an early response to the induction of cryptorchidism after the completion of replication-coupled chromatin alterations. We induced cryptorchidism in mice carrying GFRa1-EGFP, which is highly expressed in SSCs (Uesaka et al., 2007). From these mice, we collected undifferentiated spermatogonia (GFRa1-EGFP^+^/KIT^−^) while distinguishing from differentiating spermatogonia (GFRa1-EGFP^+^/KIT^+^) by FACS and analyzed epigenetic changes in SSCs (Fig. S1A-F). Counting of GFRa1^+^/KIT^−^ cells confirmed that the proportion of SSCs relative to all testicular cells was significantly higher in cryptorchid samples than controls (Fig. S1G), reflecting the loss of differentiated germ cells in d10 cryptorchid testes (Fig. 1D). Quantitative reverse transcription PCR (qRT-PCR) analysis using specific primers for marker genes confirmed high enrichment of the collected cells in undifferentiated spermatogonia (Fig. S1H). Using these cells, we performed ChIP-seq for H3K27me3 (*n*=3) and H3K9me3 (*n*=2). Our analysis identified 28,580 H3K27me3 and 77,698 H3K9me3 peaks in GFRa1^+^/KIT^−^ spermatogonia. Of the H3K27me3 peaks, 5.2% (1493 peaks) were gained and 6.9% (1972 peaks) were lost in cryptorchid SSCs (Fig. 3A,B). Similarly, as for H3K9me3, 5.2% (4006 peaks) were gained and 4.2% (3236 peaks) were lost in cryptorchid GFRa1^+^/KIT^−^ spermatogonia (Fig. 3A,B). Consistency of the peaks between replicate datasets was confirmed by Pearson correlation analysis (Fig. S2A,B). Comparison of affected H3K27me3 peaks showed that the lost peaks are more frequently associated with promoters as compared with gained peaks (*P*=6.34e−58) (Fig. 3C). However, there was little difference in the H3K9me3-overlapping features between gained and lost peaks (*P*=0.57) (Fig. 3C). We next performed gene ontology analysis for the genes for which the transcription start sites (TSSs) are located within 2 kb of the affected peaks. Interestingly, although not many terms were found for the H3K27me3-gained genes (*n*=144), H3K27me3-lost genes (*n*=633) were enriched for terms related to development and differentiation (Fig. S2C,D). In contrast, no significant enrichment was found for the H3K9me3 gained (*n*=89) or lost genes (*n*=70). These results suggest that cryptorchidism causes local changes of H3K27me3 and H3K9me3 in SSCs and may affect transcription in different ways.

**Fig. 3.**
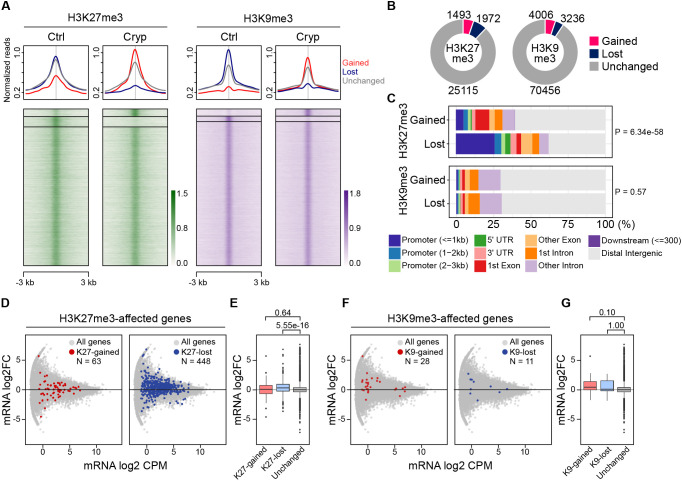
**Altered local histone modifications correlate with gene expression in cryptorchid spermatogonia.** (A) ChIP-seq heatmap showing differential enrichment of H3K27me3 and H3K9me3 peaks in control and cryptorchid GFRa1^+^/KIT^−^ spermatogonia. Merged data were used from triplicate and duplicate samples of H3K27me3 and H3K9me3, respectively. Gained, lost, and unchanged peaks in cryptorchid spermatogonia are shown. Peak centers ±3 kb are displayed. (B) Number of gained and lost ChIP-seq peaks in cryptorchid GFRa1^+^/KIT^−^ spermatogonia. (C) Feature annotation of affected peaks in cryptorchid spermatogonia. *P*-values were calculated by χ^2^ test for the difference in the proportion of promoter peaks (≤1 kb) between the gained and lost fractions. (D) M-A plot showing RNA-seq expression fold change in control and cryptorchid GFRa1^+^/KIT^−^ spermatogonia (*n*=5 control and 7 cryptorchid samples). Genes associated with H3K27me3-gained and lost peaks (within 2 kb of TSSs) are highlighted. (E) Box plot for mRNA levels comparing H3K27me3-gained, -lost, and -unchanged genes. (F) M-A plot for the expression of H3K9me3-associated genes. Affected peaks within 2 kb of TSSs were analyzed. (G) Box plot for the expression of H3K9me3-associated genes. (E,G) *P*-values above the plots were calculated by the one-tailed Wilcoxon rank sum test. In box plots, data are median (horizontal line), 25th and 75th percentile; whiskers show the range; dots represent outliers (>1.5× the interquartile range).

### Reduced H3K27me3 underlies activation of developmental and proapoptotic genes

To investigate whether altered local histone modifications affect mRNA expression, we performed RNA sequencing (RNA-seq) from d10 cryptorchid spermatogonia (*n*=5 control and 7 cryptorchid samples). 

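Cryptorchid testes were taken 10 days after surgery, which moved the left testis and kept the right one in the scrotum as the control. Which libraries share a mouse is not stated, and the libraries were analysed as unpaired. Testes were digested for 9 min at 32°C for the control and at 37°C for the cryptorchid group, so the digestion temperature differed along with the condition. GFRa1-EGFP+/KIT- cells are undifferentiated spermatogonia, in which EGFP follows the GDNF receptor gene *Gfra1* and the differentiation marker KIT is missing from the surface. Total RNA came from about 1000 sorted cells, and the part of it that corresponds to about 200 cells was made into cDNA by Smart-seq2, which amplifies full-length cDNA by PCR and carries no molecular identifiers. The authors trimmed the reads, mapped them to mm10 (GRCm38) with HISAT2, counted them over protein-coding genes in SeqMonk and deposited log2 RPM values (reads scaled to library totals) for 21859 genes in each of the 12 libraries. Replicates were not pooled in these values, and the strand used in counting is not stated.
The steps between low values gave the number of reads behind each value. Leaving aside genes without reads, whose value stands for 0.9 reads, 100% of the values under 1000 reads came out as whole reads in every library. Between 4511730 and 24345368 reads were counted on genes in the 5 control libraries (median 7603202), and between 3306771 and 20027902 in the 7 cryptorchid libraries (median 4611830). Reads are not independent molecules here, so read numbers give counting error only. Replicates within a group differed by 13.5 to 264 times the sampling noise over the 31 pairs of replicates, so each library was counted as 1 sample.
The libraries fell into a pair of technical sets that follow the replicate number. In replicates 1 to 3 of both groups, 53.2% to 60.8% of the genes with 1 to 20 reads had an even number of reads, against 48.2% to 50.5% in replicates 4 and above. Reads on genes made up 74.5% to 94.0% of the total that the RPM values imply in the former and 94.8% to 99.9% in the latter. These sets are called batch 1 (3 control and 3 cryptorchid libraries) and batch 2 (2 control and 4 cryptorchid libraries), and as they were found in the values, the results within batches and with a term for the batch were chosen after the data were seen. Their relation to the HiSeq X and NovaSeq X Plus instruments is not stated in the paper's text.
Fold changes were taken as differences of mean log2 RPM without a further pseudocount, for the 16932 genes whose log2 of the mean RPM was above -1. Differential expression was tested with limma (moderated statistics with a mean-variance trend), and single genes with the exact Wilcoxon rank sum test over all splits of the 12 libraries into 5 and 7, whose smallest one-sided *P*-value is 0.00126. Within-batch *P*-values came from the same rank sum over the 300 splits that keep the batches apart, of which the smallest is 0.00333.

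**Figure D1:**
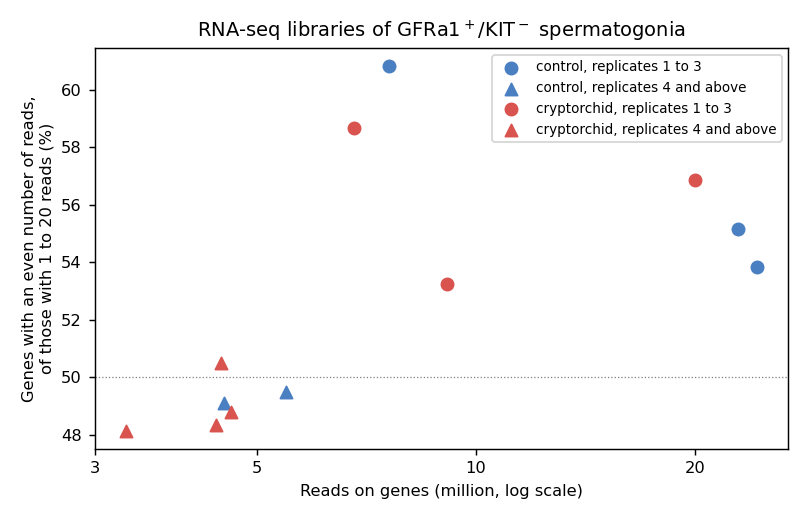
Share of genes with an even number of reads among those with 1 to 20 reads (%) against reads on genes (log scale) for each of the 12 libraries. Circles are replicates 1 to 3, which lie between 53.2% and 60.8%, triangles are replicates 4 and above, which lie between 48.2% and 50.5%, and the dotted line marks 50%.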

Data reproducibility between replicate datasets was confirmed by Pearson correlation analysis (Fig. S2E). 

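Pearson correlation of log2 RPM between libraries was computed over the 1000 genes with the smallest *P*-values between the groups. The mean r was 0.889 ± 0.0227 (SD over 10 pairs) between control libraries, 0.822 ± 0.0615 (SD over 21 pairs) between cryptorchid libraries and 0.672 ± 0.0830 (SD over 35 pairs) between a control and a cryptorchid library. These are correlations across genes, which are not independent replicates, and pairs that share a library are not independent of each other. The order was the same within batches, with a mean r of 0.856 for pairs of the same group and 0.677 for pairs of different groups. Cryptorchid replicate 2 had the lowest mean r with its own group (0.769).
Over all genes tested, the separation was not seen, as the mean r was 0.861 within control, 0.842 within cryptorchid and 0.842 between groups. Because the 1000 genes were chosen by the comparison itself, the same selection was made for 100 splits of the 12 libraries into 5 and 7. The gap between the mean r within and between groups was 0.172 for the real groups, and 10 of the 100 splits, the real one included, gave a gap as large (median 0.0898). These splits did not keep the batches apart.

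**Figure D2:**
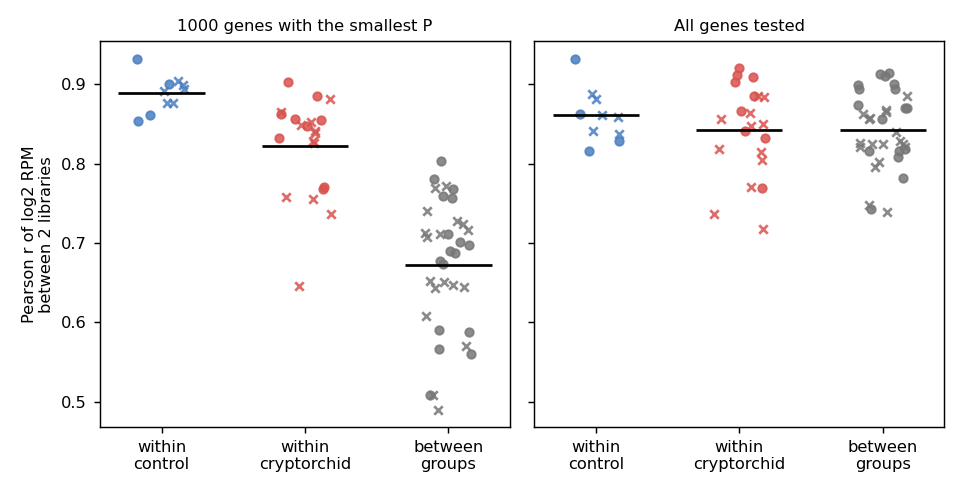
Pearson r of log2 RPM (no unit) for each pair of libraries, within control, within cryptorchid and between groups, over the 1000 genes with the smallest *P*-values (left) and over all 16932 genes tested (right). Circles are pairs from one batch, crosses are pairs from different batches, and lines are means, which are 0.889, 0.822 and 0.672 on the left and 0.861, 0.842 and 0.842 on the right.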

Differential expression analysis of GFRa1^+^/KIT^−^ cells identified 446 upregulated and 410 downregulated genes in cryptorchid spermatogonia (Fig. S2F). 

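At the same thresholds (2-fold and an unadjusted *P*-value of 0.05), limma on the log2 RPM values gave 603 genes higher and 399 genes lower in cryptorchid spermatogonia among 16932 genes. In this fit without pairing, after Benjamini-Hochberg adjustment, 1 gene was higher and 1 gene was lower at 0.05, whereas 9.49% of the genes tested had an unadjusted *P*-value under 0.05. In 67 of the 603 higher genes every cryptorchid library lay above every control library, and in 30 of the 399 lower genes every one lay below. Chance puts 0.126% of genes in each of these classes, and over all genes tested they held 94 and 48 genes. The direction was the same in both batches for 599 higher and 396 lower genes, but calling them on both batches together favours this. Of the 632 genes called in batch 1 alone, 86.9% had the same sign in batch 2, against 63.9% of all genes.
Weights for each library (limma arrayWeights) raised the numbers to 882 higher and 703 lower genes, of which 487 and 364 were among those above. After adjustment the weighted fit gave 252 higher and 224 lower genes. The weights were at most 0.790 in batch 1 and at least 1.26 in batch 2, so this fit leaned on batch 2. It was not run on other splits of the libraries. Quantile normalization between libraries gave 449 higher and 537 lower genes, so that 45.5% of the genes were higher instead of 60.2%. With a term for the batch there were 580 higher and 635 lower genes, and 15 and 31 after adjustment. With the replicate number as a block there were 778 higher and 900 lower genes, and 382 and 567 after adjustment. Which libraries share a mouse is not stated, so this block is not an established pairing. Other splits of the libraries also gave many genes, and 17 of 100 splits, the real one included, gave at least 1002 genes in both directions together (median 394.5).
*Vat1l*, on chromosome 8 of GRCm38 from 114205612 to 114374071, was the higher gene with an adjusted *P*-value under 0.05. Its mean was 3.24 ± 0.475 log2 RPM (SD, n=5) in control and 5.30 ± 0.209 (SD, n=7) in cryptorchid, a log2 fold change of 2.07 (standard error 0.306, adjusted *P*=0.0229 from limma). *Osbp2*, on chromosome 11 from 3703731 to 3863903, was the lower one, with 6.99 ± 0.730 log2 RPM (SD, n=5) in control and 4.37 ± 0.573 (SD, n=7) in cryptorchid, a log2 fold change of -2.62 (standard error 0.355, adjusted *P*=0.0138 from limma).
Of the genes whose groups did not overlap, the next by *P*-value were *Smoc1*, *Nlrc5* and *Fancb* among the higher genes, with log2 fold changes of 1.66, 2.74 and 2.58. Among the lower genes they were *Dnajb8*, *Eno1* and *Azin2*, with log2 fold changes of -2.83, -1.36 and -2.91, although *Dnajb8* lay at 4.58 log2 RPM in cryptorchid replicate 6 against 2.04 to 3.02 in the other cryptorchid libraries. Their adjusted *P*-values in limma ran from 0.0590 to 0.104, and from 0.00191 to 0.0425 with the batch term. The log2 differences had the same sign in batch 1 and batch 2 for each of these 8 genes, for example 2.18 and 1.84 for *Vat1l* and -2.49 and -3.01 for *Osbp2*. As the genes were chosen for groups that do not overlap, this sign was fixed by the choice and is no replication. Within groups and batches, *Osbp2*, *Dnajb8*, *Eno1* and *Azin2* followed the mean of spermatid markers, with r of 0.721, 0.679, 0.336 and 0.509. Less spermatid RNA in the cryptorchid sorts may therefore account for part of their fall. Of the higher genes, *Fancb* had r of 0.638, and *Vat1l*, *Smoc1* and *Nlrc5* had -0.00765, -0.434 and -0.145.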

Gene ontology analysis showed that upregulated genes are associated with regulation of transcription by RNA polymerase II as well as development and differentiation. Similarly, downregulated genes were enriched for development, differentiation and spermatogenesis (Fig. S2G). To investigate whether altered histone modifications affect mRNA expression, we focused on genes for which the TSSs are within 2 kb of the affected ChIP-seq peaks and analyzed their gene expression changes. Strikingly, comparison of control and cryptorchid GFRa1^+^/KIT^−^ spermatogonia indicated an increasing trend of mRNA for the H3K27me3-lost genes, but not for the H3K27me3-gained genes, in cryptorchid spermatogonia (Fig. 3D). Among the H3K27me3-lost and mRNA-affected genes (>1.5-fold changes in mRNA; *n*=234), 170 genes (72.6%) were upregulated. The mRNA increase of H3K27me3-lost genes was significantly greater compared with the H3K27me3-unchanged genes (Fig. 3E). In contrast, only 39 genes were associated with the cryptorchid-affected H3K9me3 peaks with no inverse correlation with mRNA changes compared with the unchanged subset (Fig. 3F,G). Because H3K9me3 is associated with retroelement silencing, we also analyzed expression of short interspersed nuclear elements (SINEs), long interspersed nuclear elements (LINEs), and long terminal repeats (LTRs). This analysis revealed one SINE, one LINE, and 11 LTR subfamilies that were differentially expressed (Fig. S3A-C). However, quantification of H3K9me3 peaks within 2 kb of the LTR copies of the upregulated subfamilies indicated that associated H3K9me3 were not significantly different in cryptorchid SSCs (Fig. S3D). Thus, these results suggested that the H3K27me3 loss is associated with mRNA increase but H3K9me3 changes did not significantly affect gene expression in cryptorchid spermatogonia.

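Table S3 lists 26 development genes without fold changes. They were read here as part of the genes with lost H3K27me3 and higher mRNA in Fig. 4A, so their higher expression in these same libraries is not independent evidence. Of these genes, 25 passed the filter on low values and *Foxc1* did not. The mean log2 RPM was higher in cryptorchid for 24 of the 25 genes, and for 21 of them by more than 1.5-fold. The median log2 fold change was 1.25, and the values ran from -0.35 (*Nfkb2*) to 2.57 (*Hspb7*). *Hoxc13* had at most 3 reads in each of the 5 control libraries, which gives a log2 difference of at least 0.85, and with this gene at its limit the median was 1.02. As a list the genes were higher in cryptorchid (limma's fry, *P*=0.000635; exact two-sided rank sum test of the list mean, *P*=0.0101), and their median exceeded those of all 10000 random lists matched on mean expression, whose median was 0.19.
The single genes varied between libraries. An unadjusted limma *P*-value under 0.05 was found for 9 genes, none had an adjusted *P*-value under 0.05 over all genes tested, and 5 genes did when adjusted over the list alone. With the batch term, 8 genes had an unadjusted *P*-value under 0.05 and 0 genes when adjusted over the list alone. The median was 1.39 in batch 1 and 0.70 in batch 2, and 18 genes were higher in both batches. With 1 common floor for all libraries, an alternative chosen after the values were seen, the median was 0.96. The pseudocount moved the median most, to 0.63 with log2(RPM + 1).

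**Figure D3:**
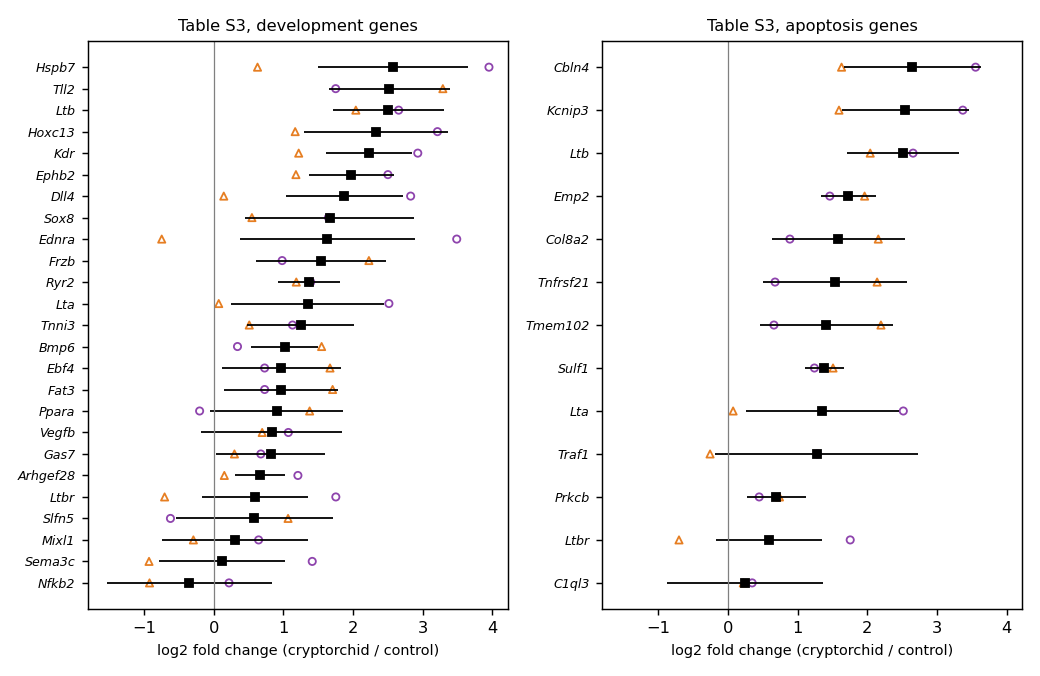
Log2 fold change (cryptorchid/control) of the development genes (left) and the apoptosis genes (right) listed in Table S3, with squares for all 12 libraries, bars for 1 standard error to each side, circles for batch 1 and triangles for batch 2. Most squares lie to the right of 0, and only *Nfkb2* lies to its left.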

The upregulated genes among the H3K27me3-lost genes were enriched for terms related to development and differentiation (‘multicellular organism development’ and ‘cell differentiation’) (Fig. 4A). These categories included developmental genes such as *Dll4*, *Hoxb13*, *Frzb*, and *Kdr* (Fig. S4A). 

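*Kdr*, on chromosome 5 of GRCm38 from 75932827 to 75978458, had 2.19 ± 1.68 log2 RPM (SD, n=5) in control and 4.43 ± 0.634 (SD, n=7) in cryptorchid libraries. Each cryptorchid library lay above each control library (exact one-sided Wilcoxon rank sum test, *P*=0.00126, Benjamini-Hochberg adjusted over the 4 genes 0.00505), and the log2 difference was 2.93 in batch 1 and 1.22 in batch 2. *Kdr* is in Table S3, and RNA of other cell types in the sorts stays open as a source of the higher genes listed there. *Dll4* (chromosome 2, 119325784 to 119335962) had 0.18 ± 2.14 log2 RPM in control and 2.06 ± 0.650 in cryptorchid, a difference of 1.88 (exact one-sided *P*=0.0745, adjusted 0.0993). The difference was 2.83 in batch 1 and 0.14 in batch 2, and without control replicate 4 the exact *P*-value was 0.0212. Without control replicate 1 the difference fell to 1.26.
*Frzb* (chromosome 2, 80411970 to 80447625) had -0.26 ± 1.96 log2 RPM in control and 1.28 ± 1.38 in cryptorchid, a difference of 1.54 (exact one-sided *P*=0.0530, adjusted 0.0993). Leaving out control replicate 2 or cryptorchid replicate 3 brought its exact *P*-value to 0.0121 or 0.0260, and a common floor for all libraries to 0.0492. Without control replicate 3 its difference fell to 1.01. *Hoxb13* (chromosome 11, 96194316 to 96197447) had 0.78 ± 1.73 log2 RPM in control and 1.39 ± 1.67 in cryptorchid, a difference of 0.60 that was within the spread of the replicates (exact one-sided *P*=0.265, adjusted 0.265). Its control replicate 5 and cryptorchid replicate 6 each had 1 read. The difference was -0.13 without the former and 1.20 without the latter. *Dll4* was covered by 3 to 59 reads per library, *Frzb* by 0 to 177 and *Kdr* by 8 to 381.

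**Figure D4:**
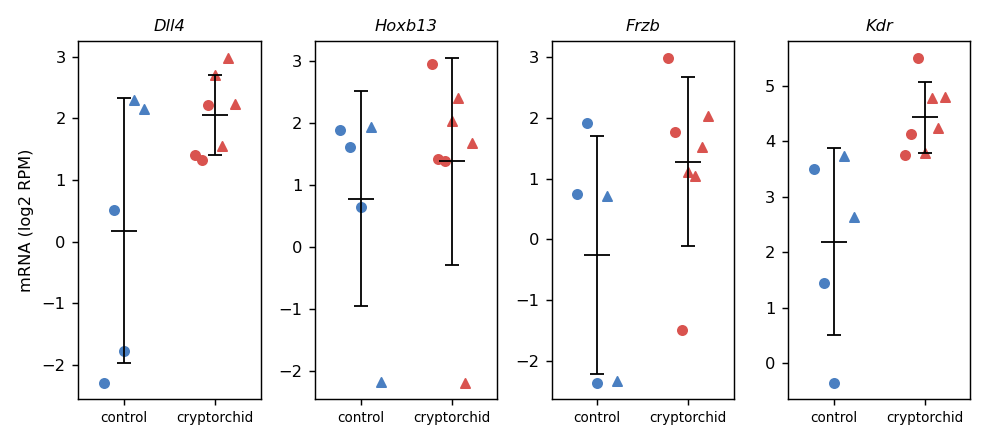
mRNA levels (log2 RPM) of *Dll4*, *Hoxb13*, *Frzb* and *Kdr* in each library, with circles for batch 1, triangles for batch 2 and horizontal lines for the mean ± SD (n=5 control and 7 cryptorchid). The groups do not overlap for *Kdr* and overlap for the other genes.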

The enrichment of H3K27me3 over the promoters of these genes decreased in cryptorchid GFRa1^+^/KIT^−^ spermatogonia (Fig. 4B). Developmental genes generally carry bivalent chromatin marked by KMT2B-mediated H3K4me3 and PRC2-mediated H3K27me3 (Bernstein et al., 2006). To determine whether the genes affected in cryptorchid spermatogonia exhibit KMT2B-mediated bivalent features in spermatogonia, we analyzed H3K4me3 ChIP-seq data from GSCs in which *Kmt2b* is conditionally knocked out (cKO) by Cre-loxP recombination (Tomizawa et al., 2018). In *Kmt2b* cKO GSCs, the H3K4me3 level at the promoter decreased, suggesting that the cryptorchid-affected genes are the typical KMT2B-targeted bivalent genes in spermatogonia (Fig. 4B, Fig. S4A).

**Fig. 4.**
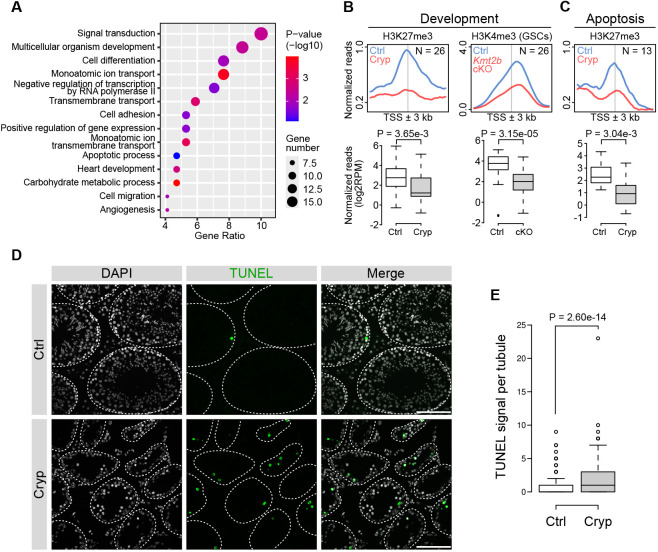
**Activation of developmental and proapoptotic genes in cryptorchid spermatogonia.** (A) Gene ontology for the mRNA-upregulated (>1.5-fold) genes associated with the H3K27me3-lost peaks in GFRa1^+^/KIT^−^ spermatogonia (*n*=170). Background: all genes. Gene ratio: percentage of genes in the GO category over the total number of genes. (B) ChIP-seq peak enrichment over the affected developmental gene TSSs. Developmental genes: enrichment of H3K27me3 at TSSs of the affected genes in control and cryptorchid GFRa1^+^/KIT^−^ spermatogonia (left) and H3K4me3 at the same genes in *Kmt2b* control and the influence of *Kmt2b* cKO in GSCs (right). Values are read count per million mapped reads. Box plots show ChIP-seq read quantification of the corresponding peaks. See Table S3 for the list of the genes analyzed. (C) H3K27me3 enrichment at the affected proapoptotic gene TSSs in GFRa1^+^/KIT^−^ spermatogonia. See Table S3 for the list of the genes analyzed. (D) Representative images showing TUNEL signals in testicular sections. Dashed lines delineate seminiferous tubules. Scale bars: 100 μm. (E) Signal quantification for TUNEL. Number of signals per tube was quantified. *n*=150 tubules each from duplicate samples analyzed. (B,C,E) *P*-values: one-tailed Wilcoxon rank sum test. In box plots, data are median (horizontal line), 25th and 75th percentile; whiskers show the range; dots represent outliers (>1.5× the interquartile range).

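Table S3 also lists 13 apoptosis genes, again read as part of that set, and 3 of them (*Lta*, *Ltb* and *Ltbr*) are in the development list too. All 13 were higher in cryptorchid, 12 of them by more than 1.5-fold, with a median log2 fold change of 1.41 and a range from 0.24 (*C1ql3*) to 2.65 (*Cbln4*). The list was higher in limma's fry (*P*=6.65e-05, adjusted over both lists 0.000133) and in the exact two-sided rank sum test of the list mean (*P*=0.00253), and its median lay at the 99.94th percentile of random lists of equal expression. With log2(RPM + 1) the median was 0.66.
*Sulf1* and *Emp2* had the smallest *P*-values of the list, with log2 fold changes of 1.38 (standard error 0.279, adjusted *P*=0.129 in limma over all genes) and 1.73 (standard error 0.392, adjusted *P*=0.13). Unadjusted *P*-values under 0.05 were found for 5 genes, and the same number held when adjusted over the list alone, with and without the batch term, but none held over all genes tested. In batch 1 the median was 1.28 and in batch 2 it was 1.59, and 11 genes were higher in both.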

Another interesting category that showed enrichment in the H3K27me3-lost/mRNA-upregulated genes was ‘apoptotic process’ (Fig. 4A), which may contribute to the loss of differentiated germ cells in cryptorchid testes. Consistently, we observed a general increasing trend in well-known apoptosis-related genes such as *Fas*, *Tnfrsf1a*, *Il4*, *Tlr3*, and *Cd2*, with some of the genes showing statistically significant upregulation in cryptorchid GFRa1^+^/KIT^−^ spermatogonia (Fig. S4B). 

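Of the 9 genes in Fig. S4B other than *Tnf*, 8 had a higher mean log2 RPM in cryptorchid than in control libraries, 6 were higher in both batches, and *Ripk1* was lower. In exact one-sided Wilcoxon rank sum tests of all 10 genes, 3 had a *P*-value under 0.05, 2 after Benjamini-Hochberg adjustment over the 10 genes, and 1 when the batches were kept apart and the *P*-values adjusted. *Cd2* (chromosome 3 of GRCm38, 101275899 to 101287939) had 1.10 ± 0.821 log2 RPM (SD, n=5) in control and 3.13 ± 0.706 (SD, n=7) in cryptorchid, with no overlap between groups (exact *P*=0.00126, adjusted 0.0126). *Tlr3* (chromosome 8, 45395665 to 45411080) had -0.14 ± 3.16 in control and 3.99 ± 0.957 in cryptorchid (exact *P*=0.00884, adjusted 0.0442; within batches 0.0267, adjusted 0.133). *Il4* (chromosome 11, 53602982 to 53618669) had -1.41 ± 1.93 in control and 1.47 ± 0.954 in cryptorchid (exact *P*=0.0152, adjusted 0.0505), and its exact *P*-value within batches was 0.0567.
*Il4* was covered by 0 to 14 reads in control and 6 to 86 reads in cryptorchid libraries, *Tlr3* by 1 to 147 and 45 to 341, and *Cd2* by 14 to 39 and 33 to 323. With a common floor for all libraries, the log2 differences of *Il4*, *Tlr3* and *Cd2* were 2.29, 3.69 and 2.03, against 2.87, 4.13 and 2.03 with the deposited values.
*Fas* (chromosome 19, 34290666 to 34327772) rose from -1.53 ± 2.05 to 0.54 ± 1.73 log2 RPM (exact *P*=0.0745), with 0 to 54 reads in control and 1 to 141 in cryptorchid, and without control replicate 1 the exact *P*-value was 0.0212. Without control replicate 3 its log2 difference fell from 2.07 to 1.58. *Tnfrsf1a* (chromosome 6, 125349362 to 125362484) rose from 1.65 ± 1.15 to 2.41 ± 1.71 (exact *P*=0.134), and without cryptorchid replicate 2, which had 5 reads, its exact *P*-value was 0.0411. Without control replicate 1 its log2 difference fell from 0.76 to 0.44.
*Tradd* (0.52, exact *P*=0.265) and *Casp8* (0.21, exact *P*=0.378) moved by less than their spread between replicates, and both changed sign when control replicate 4, which had no reads of either, was left out. For *Tnf*, 4 control and 6 cryptorchid libraries had no reads and no cryptorchid library had more than 3 (exact *P*=0.438). Its log2 difference rests mostly on the values given to genes without reads, so no direction is read from it. *Ripk1*, whose exons overlap those of *Serpinb6a* on the other strand, had a log2 difference of -0.31 (exact *P*=0.622), and without cryptorchid replicate 6, which had 8 reads, it was 0.12. From the genes with lost H3K27me3 and higher mRNA in the category of apoptosis, the paper proposes that this category may contribute to the loss of differentiated germ cells in cryptorchid testes.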

In cryptorchid GFRa1^+^/KIT^−^ spermatogonia, enrichment of H3K27me3 over the affected apoptosis gene promoters decreased (Fig. 4C). To examine whether our cryptorchid testes show an increased event of apoptosis, we performed terminal deoxynucleotidyl transferase (TdT)-mediated d-UTP nick end-labeling (TUNEL) staining. This experiment confirmed a significant increase in the number of apoptotic cells per seminiferous tubules (Fig. 4D,E). Together, these results demonstrate that cryptorchid SSCs have lost a subset of the PRC2-mediated H3K27me3 at KMT2B-mediated bivalent genes as well as at proapoptotic genes, which may lead to premature activation of developmental programs and apoptotic cell death.

### Aberrant activation of KDM6 demethylases in cryptorchid testis

Given the mRNA activation of H3K27me3-lost genes in cryptorchid spermatogonia, we searched for genes responsible for this change. We analyzed the expression of genes involved in deposition or removal of H3K27me3 using the RNA-seq data in GFRa1^+^/KIT^−^ spermatogonia. Major PRC2 genes involved in H3K27me3 deposition (*Ezh2*, *Suz12*, *Eed*, and *Rbbp4*) did not show downregulation in cryptorchid spermatogonia. In contrast, we observed a modest increasing trend of the H3K27 demethylases *Kdm6a* (also known as *Utx*) and *Kdm6b* (also known as *Jmjd3*) in cryptorchid GFRa1^+^/KIT^−^ spermatogonia, although this was not statistically significant (Fig. 5A). This comparison also showed a modest increasing trend of *Ezh2* and *Suz12*, which might be linked to the observed increase of a subset of H3K27me3 peaks (Fig. 3A,B). 

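The 4 PRC2 genes had higher means in cryptorchid than in control libraries, and the exact one-sided Wilcoxon rank sum test for lower expression gave *P*=0.866 for *Ezh2*, 0.947 for *Suz12*, 0.681 for *Eed* and 0.784 for *Rbbp4*. Over the 6 genes of Fig. 5A each of these was 0.947 after Benjamini-Hochberg adjustment. *Eed* (chromosome 7 of GRCm38, 89954654 to 89980983) had 6.78 ± 0.645 log2 RPM (SD, n=5) in control and 6.97 ± 0.561 (SD, n=7) in cryptorchid, a log2 difference of 0.19 with a limma standard error of 0.326. It was -0.17 in batch 1 and 0.47 in batch 2, and -0.04 without control replicate 3. *Rbbp4* (chromosome 4, 129307100 to 129335370), whose exons overlap those of *Sync* on the other strand, had 7.65 ± 0.783 in control and 8.00 ± 0.520 in cryptorchid, a difference of 0.35 with a standard error of 0.346. It was 0.16 in batch 1 and 0.44 in batch 2. *Eed* was covered by 478 to 4867 reads per library and *Rbbp4* by 915 to 9023, so these values do not rest on few reads.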

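*Kdm6a* (chromosome X of GRCm38, 18162575 to 18279936) had 4.62 ± 0.600 log2 RPM (SD, n=5) in control and 5.18 ± 0.437 (SD, n=7) in cryptorchid libraries, a log2 difference of 0.56. Its exact one-sided Wilcoxon rank sum test gave *P*=0.101 (0.303 after Benjamini-Hochberg adjustment over the 6 genes of Fig. 5A), and the exact *P*-value within batches was 0.177. The difference was 0.68 in batch 1 and 0.27 in batch 2, and 5 of the 7 cryptorchid libraries lay above the control median. *Kdm6b* (chromosome 11, 69398508 to 69413675) had 5.39 ± 0.877 log2 RPM (SD, n=5) in control and 5.64 ± 0.560 (SD, n=7) in cryptorchid, a difference of 0.25 (exact one-sided *P*=0.438, adjusted 0.438). Only 2 of the 7 cryptorchid libraries lay above its control median, the difference was 0.34 in batch 1 and -0.05 in batch 2, and it was -0.03 without control replicate 1. With quantile normalization, the exact *P*-value of *Kdm6a* was 0.0745, and with median centring it was 0.134. *Kdm6a* was covered by 119 to 553 reads per library and *Kdm6b* by 208 to 2253.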

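*Ezh2* (chromosome 6 of GRCm38, 47530139 to 47595341) had 5.54 ± 0.516 log2 RPM (SD, n=5) in control and 5.91 ± 0.415 (SD, n=7) in cryptorchid, a log2 difference of 0.37 that was 0.31 in batch 1 and 0.20 in batch 2. *Suz12* (chromosome 11, 79993106 to 80034123) had 5.47 ± 0.412 and 5.89 ± 0.548, a difference of 0.42 that was 0.04 in batch 1 and 0.61 in batch 2. Neither difference stood out from the spread between replicates, with exact one-sided *P*-values for higher expression of 0.172 and 0.0745 (0.343 and 0.303 after adjustment over the same 6 genes) and of 0.27 and 0.107 within batches. For each gene, 6 of the 7 cryptorchid libraries lay above the control median. Leaving out control replicate 5 gave an exact *P*-value of 0.0364 for *Ezh2*, and leaving out cryptorchid replicate 1 gave 0.0260 for *Suz12*. The log2 differences fell to 0.22 for *Ezh2* without control replicate 3 and to 0.28 for *Suz12* without control replicate 1.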

To validate the upregulation of the H3K27me3 demethylation machinery at the protein level, we performed IF analysis for the KDM6A protein. Consistent with the mRNA changes, d30 cryptorchid testis showed significantly increased fluorescent signals for KDM6A in cryptorchid PLZF^+^ spermatogonia (Fig. 5B,C). Furthermore, IF analysis for the KDM6B protein showed a modest increase of signal intensity in the PLZF^+^ spermatogonia in cryptorchid testis (Fig. S5A,B). These results suggest the involvement of KDM6A and KDM6B in the partial loss of H3K27me3 in cryptorchid SSCs.

**Fig. 5.**
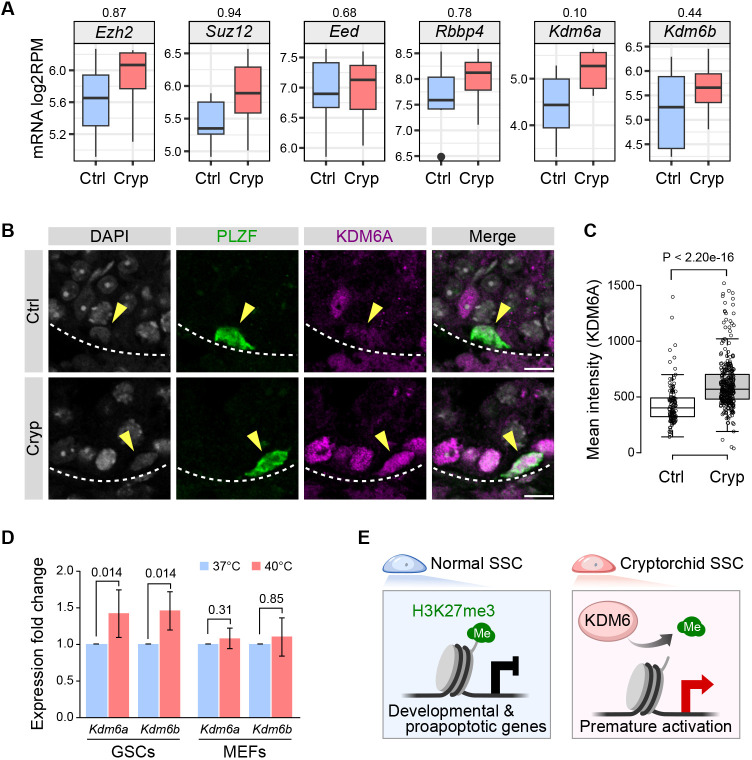
**Increased expression of KDM6 lysine demethylases.** (A) Box plots showing GFRa1^+^/KIT^−^ RNA-seq values for genes involved in deposition or removal of H3K27me3. Data are from *n*=5 control and 7 cryptorchid samples. *P*-values are shown above the plots. (B) Representative IF images from frozen testicular sections for KDM6A. Yellow arrowheads indicate PLZF-expressing spermatogonia. Dashed lines delineate seminiferous tubules. Scale bars: 10 μm. (C) Quantification for KDM6A IF signal intensity in PLZF-expressing spermatogonia. *n*=119 control and 327 cryptorchid cells from duplicate samples analyzed. (D) qRT-PCR showing *Kdm6a* and *Kdm6b* expression in GSCs cultured in different temperatures. Values are mean fold change from the control samples (37°C) from four GSC and three MEF experiments. Error bars represent s.d. (E) Schematic model showing that increased expression of KDM6 proteins (KDM6A/B) leads to H3K27me3 removal and activation of developmental and proapoptotic genes in cryptorchid SSCs that are under heat stress. (A,C,D) *P*-values: one-tailed Wilcoxon rank sum test. In box plots, data are median (horizontal line), 25th and 75th percentile; whiskers show the range; dots represent outliers (A) (>1.5× the interquartile range) and data points (C).

### Increased temperature causes *Kdm6a/b* upregulation

Increased temperature is one of the major factors that has been suspected to affect germ cell development in cryptorchid testis (Cobellis et al., 2014; Mieusset and Bujan, 1995). However, it is not easy to assess the effect of temperature on gene expression abnormality *in vivo* while excluding the influence of other external stimuli, such as hormonal changes. To circumvent this issue, we used GSC culture to investigate whether the observed upregulation of *Kdm6a/b* genes in cryptorchid spermatogonia depends on temperature changes. We cultured GSCs under normal (37°C) and heated (40°C) conditions and compared gene expression by qRT-PCR. After 12 h of culture, both *Kdm6a/b* showed a modest but statistically significant upregulation in GSCs cultured under the heated condition (Fig. 5D). In contrast, mouse embryonic fibroblasts (MEFs) cultured in the same condition did not show altered expression of *Kdm6a/b* (Fig. 5D), suggesting that the changes we observed specifically occurred in GSCs. Thus, our results demonstrate that increased temperature induces upregulation of *Kdm6a/b* transcription in spermatogonia.

## DISCUSSION

Although cryptorchidism has been studied since the eighteenth century, the molecular mechanisms responsible for the impaired spermatogenesis remain unclear (Cobellis et al., 2014; Tackett et al., 2007). By performing histological and molecular analyses, we identified partial H3K27me3 alterations in cryptorchid spermatogonia that are correlated with abnormal gene expression. Notably, a subset of H3K27me3-lost genes including developmental and proapoptotic genes showed increased mRNA expression. Our observations resemble premature activation of germline genes in embryonic stem cells with deletion of the H3K9 methyltransferase SETDB1 or PRC1.6 (Mochizuki et al., 2021). These findings suggest a possibility that epigenetic abnormalities may be one of the causes of infertility in cryptorchid children.

In contrast to H3K27me3-dependent genes, changes in H3K9me3 were not inversely correlated with the altered expression of genes or retroelements in cryptorchid spermatogonia. This may be because other regulatory systems, including repressive modifications, compensated for the changes of H3K9me3. Indeed, depletion of the H3K9me3 enzyme SETDB1 in primordial germ cells does not de-repress all H3K9me3-marked genes or endogenous retroviruses, implicating the presence of an alternative repressive pathway (Liu et al., 2014). Instead, we observed that the patchy H3K9me3 showed increased signal intensity in cryptorchid spermatogonia. It is possible that the altered signal patterns reflect changes of long-range chromatin interactions and nuclear organization induced by H3K9 methylation changes in a subset of regions (Padeken et al., 2022). Thus, cryptorchidism may cause alteration of various types of histone modifications and affect gene expression as well as nuclear architecture.

Importantly, we identified an increase of the H3K27 demethylases KDM6A/B in cryptorchid spermatogonia. Our data suggested that KDM6A/B can be increased both at the mRNA and the protein levels in spermatogonia. In wild-type mice, KDM6A is not expressed in undifferentiated spermatogonia, and the conditional loss of KDM6A in the germline does not affect spermatogenesis, although hundreds of genes undergo deregulation (Walters et al., 2023). Germline-specific loss of KDM6B also does not impair spermatogenesis, but the mice sire offspring for a longer period, likely as a result of increased and prolonged maintenance of spermatogonia (Iwamori et al., 2013). Thus, the knockout phenotype from these reports suggests that KDM6A/B are dispensable for spermatogenesis. Conversely, our observation suggests that overexpressed KDM6A/B in SSCs may remove H3K27me3 at genes that should be repressed for normal spermatogenesis. This is consistent with reports that PRC1 and PRC2 are required for SSC self-renewal through H3K27me3 (Hu et al., 2024; Maezawa et al., 2017). Our results thus suggest that partial H3K27me3 changes induced by cryptorchidism associated with gene expression changes may have interfered with normal spermatogonial maintenance.

In GSCs, an increase of culture temperature from 37°C to 40°C was sufficient for the upregulation of *Kdm6a/b* at the mRNA level. This observation resembles a previous report showing that *Kdm6b* is upregulated in a temperature-dependent manner in *Trachemys scripta* (Ge et al., 2018). However, there are some differences: *T. scripta Kdm6b* upregulation occurs at a low temperature of male-producing 26°C and not at the female-producing 32°C; this upregulation takes place in gonadal somatic cells and not in germ cells. At present, the mechanisms leading to temperature-dependent *Kdm6b* upregulation remains unclear, but evidence linking temperature and histone modification changes in different types of cells in animals and plants suggests that a similar phenomenon may be widespread in cells to adapt to environmental changes by altering gene expression (He et al., 2021; Wu et al., 2020). Thus, our data suggest the importance of temperature in maintaining the epigenetic integrity of SSCs.

A limitation of this study is that the induced cryptorchidism in adult mice differs from human congenital cryptorchidism, where the testes have never descended before. Additionally, it is likely that heat-treatment of the GSCs does not accurately reflect the cryptorchid conditions in the testis due to differences in temperature and duration of treatment. Moreover, the changes of KDM6A/B in testicular spermatogonia and GSCs were relatively mild at both the mRNA and protein levels. Further studies are needed to establish a better system to assess the effect of temperature on spermatogenesis through epigenetic changes more precisely and systematically. Nevertheless, this study reveals the temperature-sensitivity of *Kdm6a/b* that may induce epigenetic instability and mRNA dysregulation as a potential cause of spermatogenic abnormalities in cryptorchid testis. These results will aid further studies of cryptorchidism as well as the mechanisms of spermatogenesis.

## MATERIALS AND METHODS

### Mice

Male GFRa1-EGFP (Uesaka et al., 2007) or wild-type ICR (purchased from Japan SLC) mice were kept in a barrier facility at Yokohama City University. They were maintained under standard mouse laboratory conditions in a temperature- and humidity-controlled and light-controlled room on a 12 h light/dark cycle. All mice were allowed to take food and water *ad libitum*. Animal experiments were approved by the Committee for Animal Care and Use at Yokohama City University (approval ID: F-A-20-001, F-A-23-015).

### Genotyping PCR for GFRa1-EGFP mice

Genotyping PCR to identify the mice carrying GFRa1-EGFP was carried out using tail DNA and the primers indicated in Table S1 (Uesaka et al., 2007). Following PCR program was used to amplify the 380 bp fragment: 30 cycles of 94°C for 30 s, 60°C for 30 s, 72°C for 30 s followed by 72°C for 7 min. Amplified DNA fragments were visualized on a 2% agarose gel by electrophoresis.

### GSC culture

GSCs were established and maintained according to previous reports (Kanatsu-Shinohara et al., 2003, 2014). Testes from wild-type ICR mice at postnatal day 7-10 were collected and treated with 0.25% trypsin/EDTA at 37°C for 15 min to prepare a single-cell suspension. After suspending the cells in DMEM/10% fetal calf serum (FCS), the cells were cultured in an incubator at 37°C in 5% CO_2_ on a gelatinized dish supplemented with GS medium. Once the GSC growth stabilized after a few passages, the cells were grown on mitomycin C-inactivated MEFs. For the heat treatment, the cells were split into two dishes that were each placed in 37°C and 40°C incubators simultaneously on day 3 after passage. After 12 h, the cells were trypsinized and centrifuged at 500 ***g*** for 5 min. The cells were further suspended in GS medium and replated on gelatinized dishes for 30 min at the same temperature, and unadhered cells were collected for experiments. The MEFs were cultured in the same way to use for control experiments. The cells were checked for *Mycoplasma* contamination using the MycoStrip Mycoplasma Detection Kit (InvivoGen, rep-mys-10).

### Cryptorchid surgery

Unilateral cryptorchidism was surgically induced in 8- to 10-week-old male mice according to the method reported previously (Zheng et al., 2019). Briefly, mice were anesthetized, and the left testis was pulled up and attached to the abdominal wall, while the right testis was left in the scrotum as control (Fig. 1A). For the histological analysis, d30 post-surgery testes were used, whereas d10 post-surgery testes were used for RNA-seq and ChIP-seq analyses.

### H&E staining

For the H&E staining, testes were fixed in Bouin's solution at 4°C overnight. The samples were transferred to 70% ethanol, then immersed in xylene, and embedded in paraffin. The sliced sections (8 µm thickness) were used for H&E staining by standard procedures. A Keyence BZ-X800 microscope was used for microscopy analysis.

### IF analysis

Histological experiments were performed as previously reported (Ohmura et al., 2004; Shirakawa et al., 2013; Tomizawa et al., 2024). Testes were fixed in 4% paraformaldehyde for either 5 h (control) or 2.5 h (cryptorchid) at 4°C. Tissues were transferred to increasing concentrations (10-30%) of sucrose in PBS at 4°C, and embedded in Tissue-Tek O.C.T compound (Sakura Finetek). Sliced sections were treated with blocking solution (2% bovine serum albumin) for 30 min at room temperature, and incubated with primary antibody at 4°C overnight. After washing with PBS, the samples were treated with secondary antibody for 1 h at room temperature. Following DAPI staining, the sections were mounted with ProLong Glass (Invitrogen) and observed using a confocal laser scanning microscope (Olympus FV-1000 or Nikon AX/AXR). Control and cryptorchid sections were treated together in the same drop of reactions to avoid biased staining. The list of the antibodies used for IF are provided in Table S2. The signal intensity was quantified using NIH ImageJ software.

### Apoptosis assay

TUNEL staining was performed on frozen sections using the ApopTag Plus Fluorescein in Situ Apoptosis Detection Kit (Chemicon International, S7111) according to the manufacturer's protocol. After DAPI was applied, the samples were mounted with ProLong Gold (Invitrogen) and observed using an Olympus FV-1000 microscope. TUNEL-positive cells were quantified by counting the number of signals >10 µm^2^.

### Isolation of spermatogonia

Seminiferous tubules from adult GFRa1-EGFP mice (8-10 weeks old) were dissociated in cold PBS to remove interstitial cells. The tissues from each testis were digested in 1 ml of PBS containing 1 mg of collagenase (Sigma-Aldrich, C0130) and 1 unit of RQ1 DNase (Promega, M6101) for 9 min at either 32°C (control) or 37°C (cryptorchid). Next, 10 ml of ice-cold PBS containing 5% FCS was added to stop the reaction. The cells were filtrated using a 100 µm strainer, and pelleted by centrifugation at 400 ***g*** for 5 min at 4°C. The pellet was resuspended in 500 µl of 5% FCS in PBS and reacted with 10 µl of APC-conjugated anti-KIT antibody (BioLegend, 105812) for 30 min at 4°C. The cells were then washed three times in 5% FCS in PBS and labeled with 2 µg/ml of propidium iodide (Sigma-Aldrich) to identify dead cells. After the removal of multicell droplets and dead cells, GFRa1^+^/KIT^−^ cells were identified and sorted using SONY MA900. The sorted cells were analyzed by qRT-PCR to check the purity of spermatogonia.

### qRT-PCR

Total RNA was purified from the sorted spermatogonia (∼4000 cells), GSCs (∼1.0×10^5^ cells), or MEFs (∼1.0×10^5^ cells) using Isogen (Nippon Gene) and treated with RQ1 DNase (Promega) at 37°C for 30 min. The reaction was stopped by adding Stop Solution and incubating for 10 min at 65°C. First-strand cDNA was synthesized from <400 ng of total RNA using Superscript IV (Invitrogen, 18090010) according to the manufacturer's instructions. The cDNA was diluted 1:20 and used for qPCR with FastStart SYBR Green Master (Roche, 4673484001) on Bio-Rad CFX96. Cycle threshold (Ct) values for each gene were normalized for the mean Ct values of *Gapdh* and *Hprt1* using a previously published method (Pfaffl, 2001). The primers used are listed in Table S1.

### ChIP-seq

ChIP-seq for histone modifications was performed using 1000-2000 sorted spermatogonia according to the carrier DNA-assisted ChIP-seq (CATCH-seq) for low-input experiments reported previously (Matsuwaka et al., 2024; Zhu et al., 2021). Carrier DNA oligos digestible with I-SceI (NEB) were used to minimize the loss of the ChIP DNA (purchased from IDT; Table S1). The antibodies used for the ChIP reaction are listed in Table S2. Libraries were generated from the purified ChIP DNA using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645S). The libraries were indexed with NEBNext Multiplex Oligos for Illumina (NEB, E7600S) and pooled for sequencing with Illumina HiSeq X or NovaSeq X Plus, with a paired-end mode for 150 bp.

### RNA-seq

Total RNA was isolated from ∼1000 spermatogonia using Isogen and cDNA was prepared from one-fifth of the RNA obtained using the Smart-seq2 method (Picelli et al., 2013). The purified cDNA was used for library generation using Nextera XT DNA Sample Preparation Kit (Illumina, FC-131-1096) and Nextera XT Index Kit (Illumina, FC-131-1001) according to manufacturer's instructions. Completed libraries were pooled, quantitated with Agilent TapeStation 4150, and sequenced using Illumina HiSeq X or NovaSeq X Plus, with a paired-end mode for 150 bp.

### Data analysis

ChIP-seq reads were quality-checked (FastQC; Babraham Bioinformatics), adapter- and quality-trimmed (Trim Galore! version 0.6.6; Babraham Bioinformatics), and mapped onto the mouse genome (mm10) using Bowtie 2 version 2.5.1 with the parameter -N 1. Mapped reads were quality filtered (>10) and duplicates were removed by Picard MarkDuplicates version 2.26.0 and sorted bam files were produced by SAMtools (Danecek et al., 2021). ChIP-seq peak identification was performed using the MACS2 function (Zhang et al., 2008) of SeqMonk, analyzing ChIP replicates over the input sample with the default parameter (cutoff: 1.0e−5), and the peaks showing significant difference between control and cryptorchid samples (gained and lost peaks) were identified by edgeR version 4.2.2 (Robinson et al., 2010) (>1.5-fold difference; *P*<0.05) after filtering for low-read count per peak [log2 reads per million (RPM)>1 in at least one dataset]. For the final analysis and visualization of the data, de-duplicated bam files from respective replicate samples were merged by SAMtools and treated as either control or cryptorchid data. The ngs.plot software version 2.47 (Shen et al., 2014) was used to visualize ChIP-seq peak enrichment. Peak annotation for genomic features was performed using ChIPseeker version 1.40.0 (Yu et al., 2015). Genes for which TSSs are within 2 kb of the cryptorchid-affected ChIP-seq peaks were used for downstream gene expression analysis after filtering for low expression [log2 count per million read (cpm) calculation by edgeR>−1].

For gene expression analysis, raw RNA-seq reads were adapter- and quality-trimmed (Trim Galore!) and mapped onto the mouse genome (mm10) using HISAT2 version 2.1.0 (Kim et al., 2015). Read count was performed using SeqMonk version 1.48.1 (Babraham Bioinformatics) for the protein-coding gene annotation from the UCSC Table Browser. edgeR software was used to identify differentially expressed genes between control and cryptorchid spermatogonia (>2-fold difference; *P*<0.05 unless otherwise indicated). 

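In the deposited values a gene without reads was given the value of 0.9 reads, so each library has its own lowest value, from -5.00 log2 RPM in control replicate 2 to -1.92 in cryptorchid replicate 5. The mean of these lowest values was -3.64 in the control and -2.93 in the cryptorchid libraries. A gene without reads in any library, of which there were 1383, therefore had a log2 difference of 0.71 (1.64-fold higher in cryptorchid). Genes without reads numbered 4037 to 5478 in the control libraries and 3054 to 5799 in the cryptorchid libraries. The limit set by 3 reads was 0.104 to 0.665 RPM in control and 0.135 to 0.879 RPM in cryptorchid libraries. The filter on log2 of the mean RPM removed 4927 genes.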

For the final analysis and visualization of the data, mapped bam files from replicate samples were merged by SAMtools and treated as either control or cryptorchid data.

Pearson correlation analysis for replicate datasets was performed using top 1000 differentially expressed genes (RNA-seq) or differentially enriched MACS2 peaks (ChIP-seq) between control and cryptorchid samples. Gene ontology analysis was performed with DAVID (Huang et al., 2009a,b) using all genes as background.

For the expression analysis of retroelements, RNA-seq reads were counted using the RepeatMasker annotation obtained from the UCSC Table Browser. Total read count for each repName was calculated and significant difference was estimated using edgeR (>2-fold difference; *P*<0.05). H3K9me3 ChIP-seq peaks within 2 kb of elements were analyzed for comparison between control and cryptorchid samples for differential enrichment.

### Statistical analysis

Number of samples and statistical methods used are indicated in figure legends. RNA-seq datasets having excessive numbers of duplicates and ChIP-seq datasets showing poor signal-to-noise ratio were excluded from analysis. No randomization was used, and investigators were aware of the allocation of sample groups during analysis.

## Supplementary Material

10.1242/develop.204239_sup1 Supplementary information

# Supplementary material for: Abnormal H3K27me3 underlies degenerative spermatogonial stem cells in cryptorchid testis
**Source:** Development. 2025 Jan 16;152(2):dev204239. doi: 10.1242/dev.204239
**Supplement:** Supplementary information

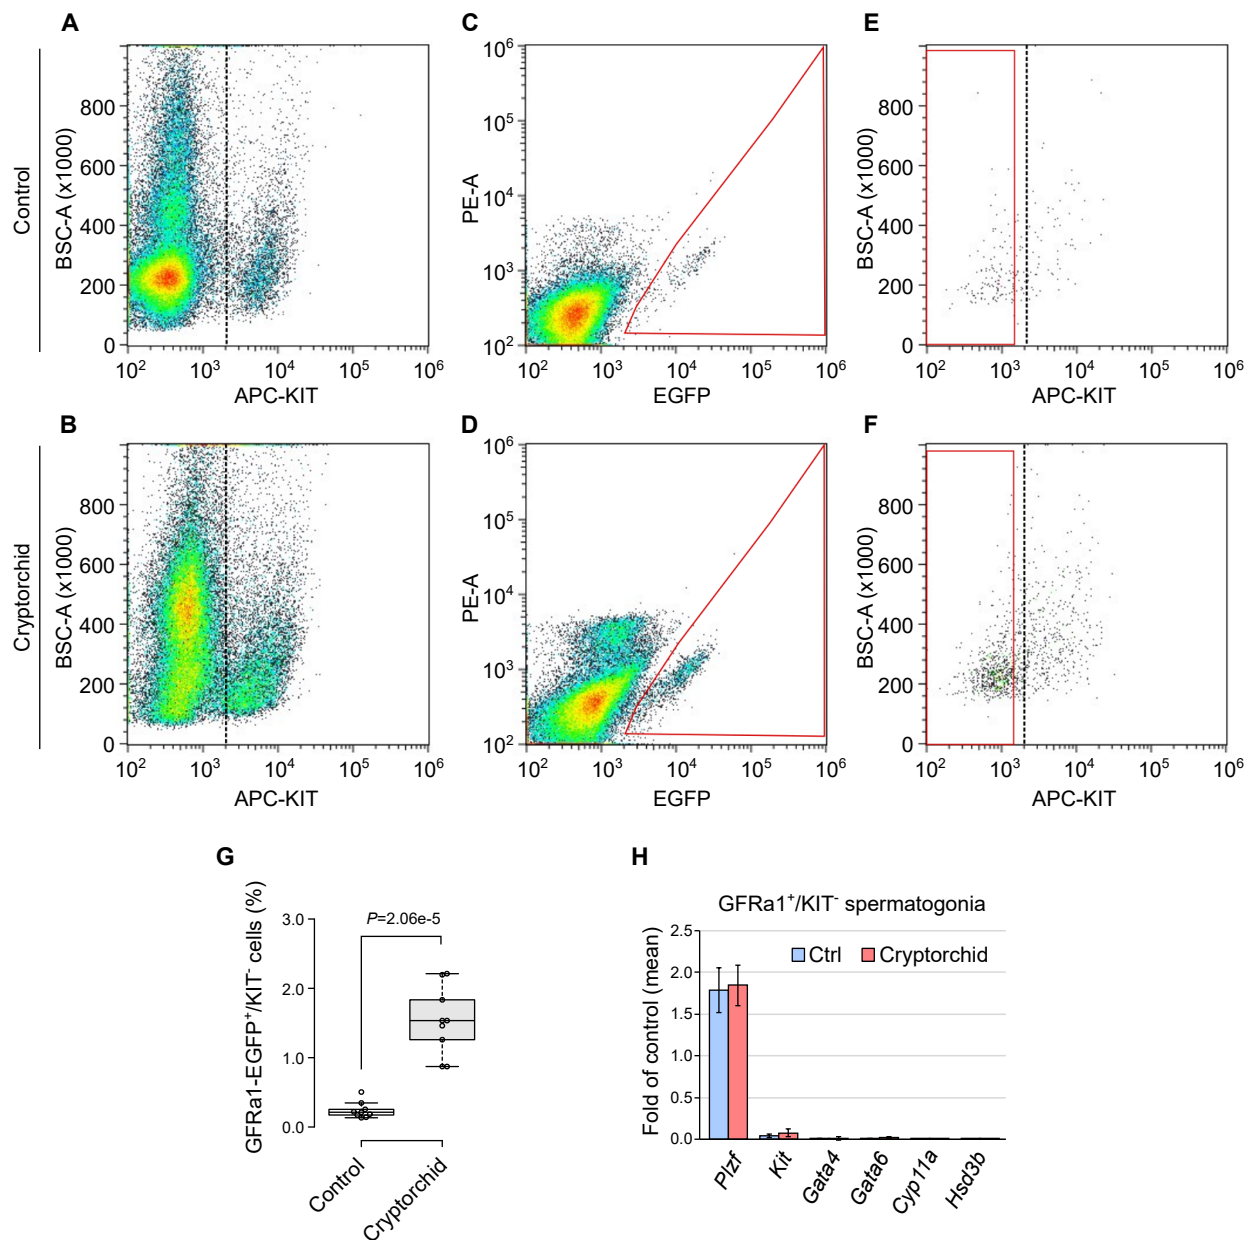

**Fig. S1. Isolation and analysis of undifferentiated spermatogonia.**

**(A, B)** FACS plots for control and cryptorchid samples for the identification of KIT<sup>-</sup> and KIT<sup>+</sup> fractions using all testicular cells.

The plots were generated after the removal of multicell droplets and dead cells using propidium iodide (PI).

**(C, D)** Selection of GFRa1-EGFP spermatogonia (red triangles) in the control **(C)** and cryptorchid **(D)** testicular cell suspensions.

**(E, F)** The gated EGFP<sup>+</sup> areas (red triangles) from **(C)** and **(D)** were further analyzed for the identification of KIT<sup>-</sup> and KIT<sup>+</sup> fractions according to the plots in **(A)** and **(B)**, and KIT<sup>-</sup> spermatogonia were collected (red rectangles).

**(G)** Percentage of GFRa1-EGFP<sup>+</sup>/KIT<sup>-</sup> cells among the total testicular cell suspension as calculated from the FACS cell count.

Data are from 8 control and 9 cryptorchid experiments. Box plot: data are median (horizontal line), 25th and 75th percentile; whiskers show the range; dots represent data points. *P*-values were calculated by one-tailed Wilcoxon rank sum test.

**(H)** qRT-PCR for testicular marker genes in GFRa1<sup>+</sup>/KIT<sup>-</sup> spermatogonia (*n*=3 per genotype). *Plzf*: undifferentiated spermatogonia; *Kit*: differentiating spermatogonia; *Gata4* and *Gata6*: Sertoli cells; *Cyp11a* and *Hsd3b*: Leydig cells. The values of each gene were normalized for the expression of the mean values for *Gapdh* and *Hprt1*. Error bars represent s.d.

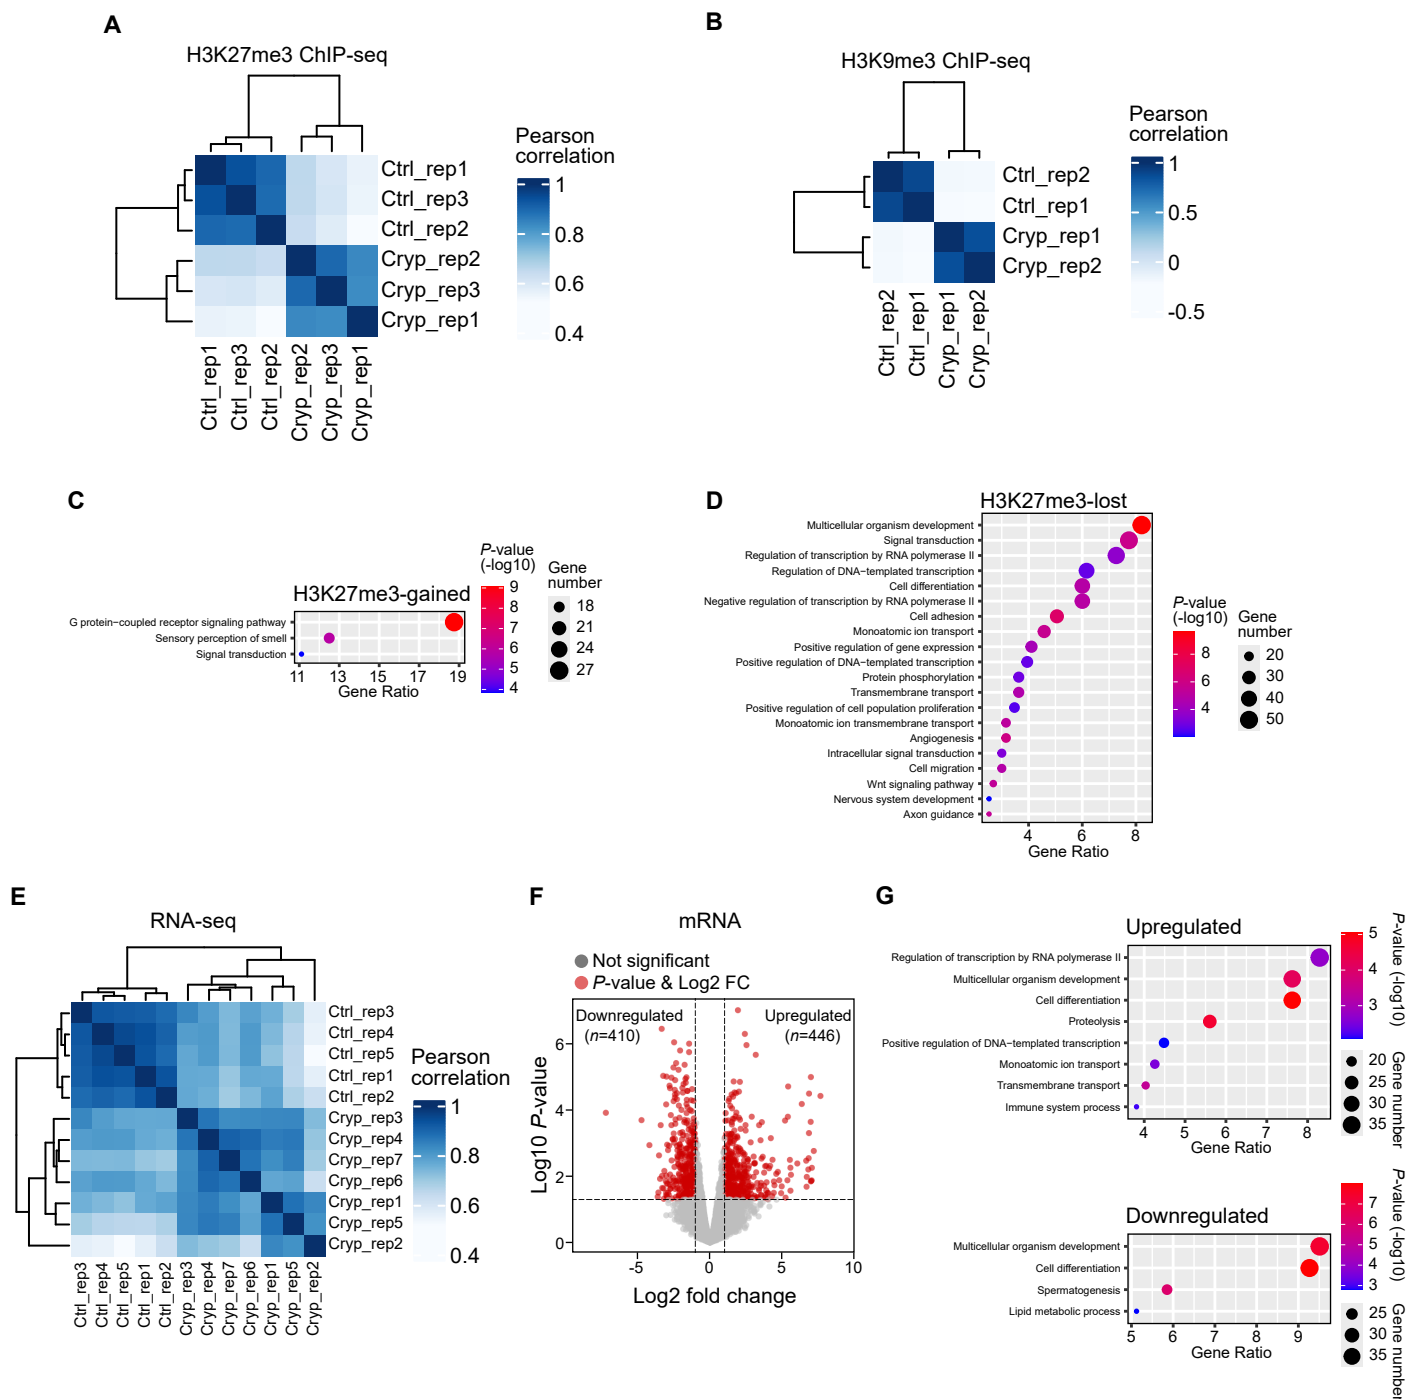

**Fig. S2. Altered local H3K9me3 in cryptorchid spermatogonia**

(A) Heatmap of the Pearson correlation matrix between replicate datasets for H3K27me3 ChIP-seq. Top 1000 differential MACS2 peaks were used for analysis.

(B) Pearson correlation matrix for the H3K9me3 ChIP-seq replicates using top 1000 differential MACS2 peaks.

(C) Gene ontology enrichment (biological process) for the genes associated with the cryptorchid-affected H3K27me3-gained peaks (< 2 kb of TSS;  $n=144$ ) in GFRa1<sup>+</sup>/KIT<sup>-</sup> spermatogonia.

(D) Gene ontology enrichment (biological process) for the genes associated with the cryptorchid-affected H3K27me3-lost peaks (< 2 kb of TSS;  $n=633$ ).

(E) Pearson correlation matrix for the RNA-seq replicate datasets from GFRa1<sup>+</sup>/KIT<sup>-</sup> spermatogonia using top 1000 differentially expressed genes.

(F) Volcano plot showing differentially expressed genes between control and cryptorchid spermatogonia (GFRa1<sup>+</sup>/KIT<sup>-</sup>).

(G) Gene ontology enrichment (biological process) for the RNA up- and down-regulated genes in cryptorchid GFRa1<sup>+</sup>/KIT<sup>-</sup> spermatogonia ( $n=446$  and 410, respectively).

(C, D, G) Gene ratio: percentage of genes in the GO category over the total number of genes. ChIP-seq:  $P$ -value < 0.1; gene number > 7 are shown. RNA-seq:  $P$ -value < 0.01; gene number > 15 are shown.

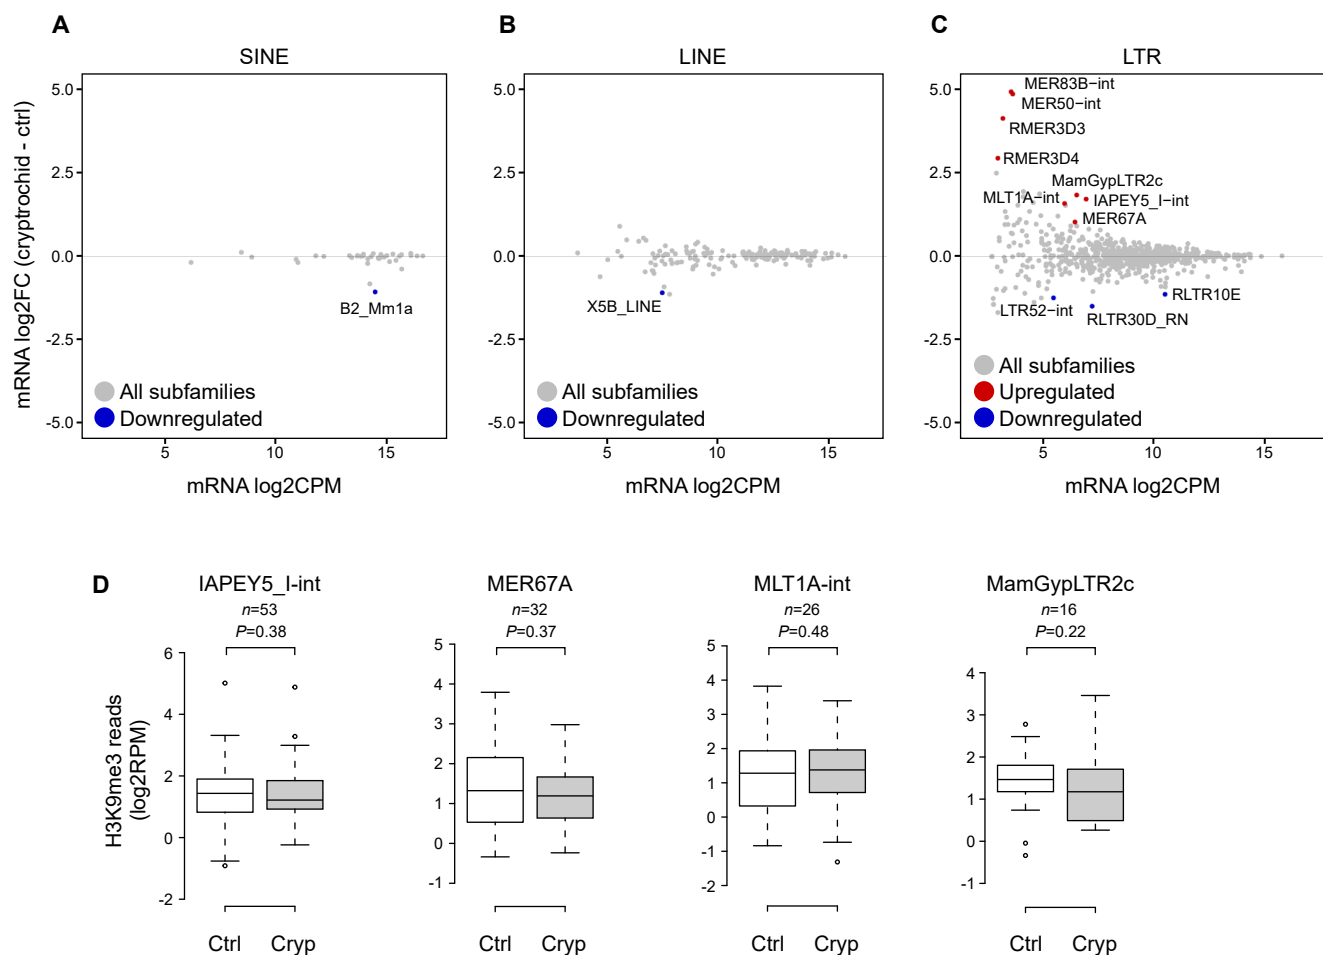

**Fig. S3. Expression of retroelements in cryptorchid spermatogonia.**

**(A)** M-A plot showing expression changes of SINE subfamilies in GFRA1<sup>+</sup>/KIT<sup>+</sup> spermatogonia.

**(B)** Expression of LINE subfamilies in GFRA1<sup>+</sup>/KIT<sup>+</sup> spermatogonia.

**(C)** Expression of LTR subfamilies in GFRA1<sup>+</sup>/KIT<sup>+</sup> spermatogonia.

**(D)** Box plots showing H3K9me3 reads at MACS2 peaks within 2 kb of upregulated LTR elements. Only the elements having multiple copies associated with affected H3K9me3 peaks are shown. Data are median (horizontal line), 25th and 75th percentile; whiskers show the range; dots represent outliers ( $>1.5 \times$  the interquartile range). The number of copies analyzed are shown above the plots.  $P$ -values above the plots were calculated by one-tailed Wilcoxon rank sum test.

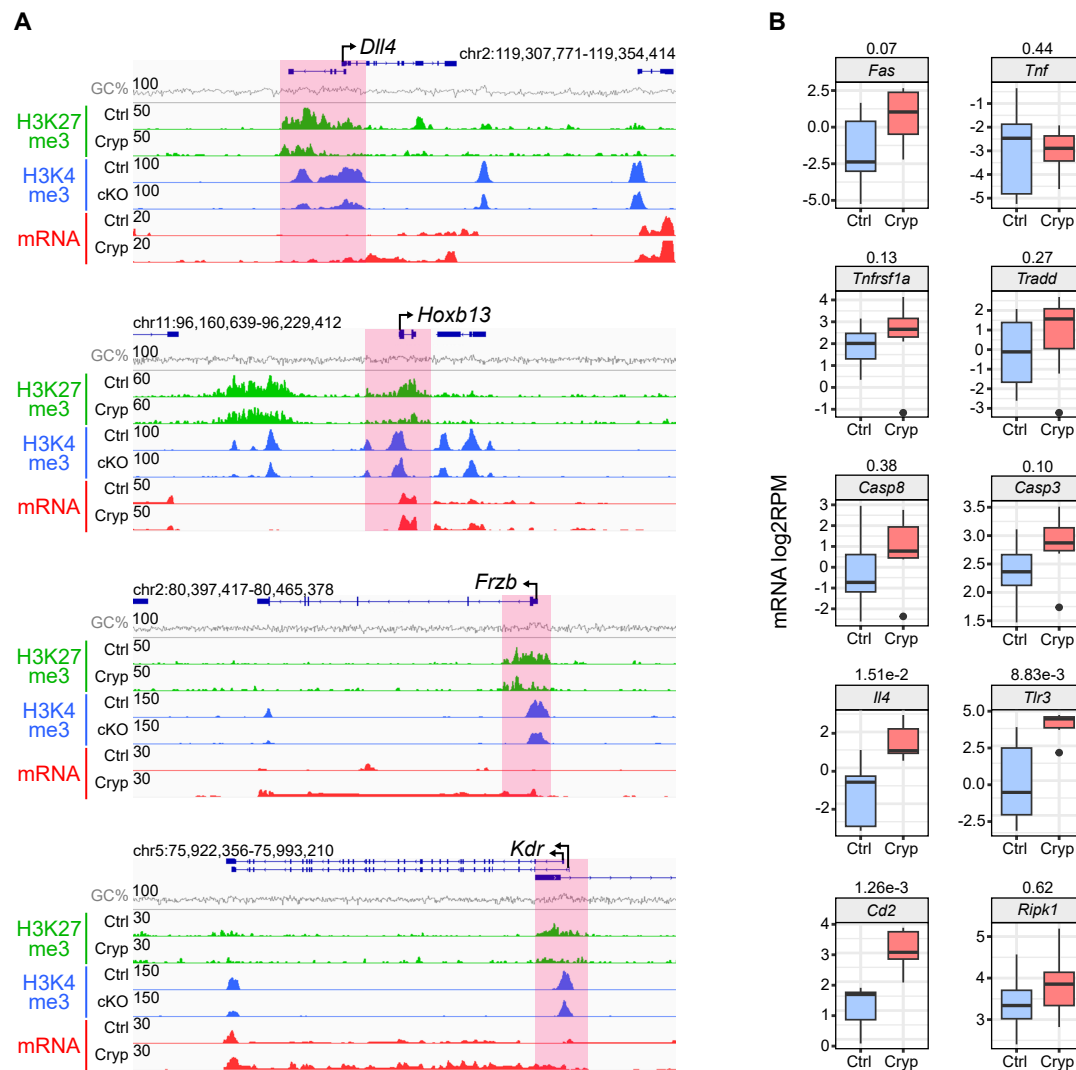

**Fig. S4. Activation of the proapoptotic and developmental genes in cryptorchid spermatogonia**

(A) Snapshots showing changes in H3K27me3 and mRNA for the representative developmental genes in *GFRa1<sup>+/</sup>KIT<sup>-</sup>* spermatogonia. Affected H3K27me3 regions overlapping promoters are highlighted. H3K4me3 ChIP-seq tracks from *Kmt2b* control and cKO GSCs are included to show bivalency and dependency on KMT2B at the affected regions.

(B) Box plots showing RNA-seq expression changes of genes involved in apoptosis in cryptorchid *GFRa1<sup>+/</sup>KIT<sup>-</sup>* spermatogonia ( $n=5$  control and 7 cryptorchid samples). *P*-values above the plots were calculated by one-sided Wilcoxon rank sum test. Box plots: data are median (horizontal line), 25th and 75th percentile; whiskers show the range; dots represent outliers (>1.5 x the interquartile range).

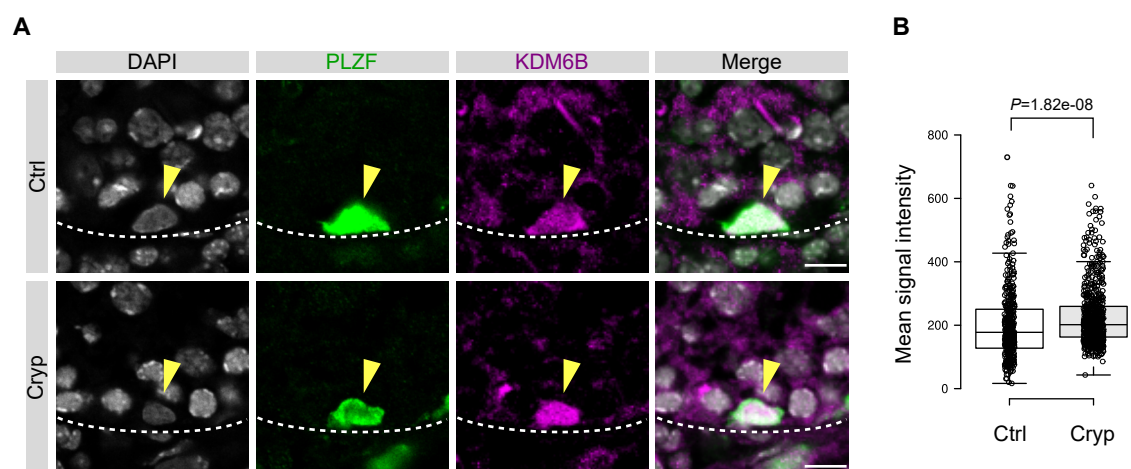

**Fig. S5. KDM6B expression in cryptorchid spermatogonia.**

**(A)** Representative IF images from frozen testicular sections showing KDM6B expression in spermatogonia. Yellow arrowheads indicate PLZF<sup>+</sup> spermatogonia. Dotted lines delineate seminiferous tubules. Scale bars: 10  $\mu$ m.

**(B)** KDM6B signal quantification in PLZF<sup>+</sup> spermatogonia. Control ( $n=390$ ) and cryptorchid ( $n=631$ ) cells from duplicate samples quantified.  $P$ -value: one-tailed Wilcoxon rank sum test. Data are median (horizontal line), 25th and 75th percentile; whiskers show the range; dots represent data points.

**Table S1. Oligonucleotides used for genotyping PCR, qRT-PCR, and ChIP-seq.**

| Name            | Forward/reverse | Sequence                                     | Purpose    |
|-----------------|-----------------|----------------------------------------------|------------|
| <i>GFRa1</i> F  | Fw              | CTTCCAGGTTGGGTCGGAACCTGAACCC                 | Genotyping |
| <i>GFRa1</i> R  | Rv              | TTTACGTCGCCGTCCAGCTCGA                       | Genotyping |
| <i>Plzf</i> F   | Fw              | AACGGTTCCTGGACAGTTTG                         | qRT-PCR    |
| <i>Plzf</i> R   | Rv              | CCATGTCCGTGCCAGTATG                          | qRT-PCR    |
| <i>Kit</i> F    | Fw              | CGCCTGCCGAAATGTATG                           | qRT-PCR    |
| <i>Kit</i> R    | Rv              | GGGTTGCAGTTTGCCAAG                           | qRT-PCR    |
| <i>Gata4</i> F  | Fw              | CGAGGGTGAGCCTGTATGTA                         | qRT-PCR    |
| <i>Gata4</i> R  | Rv              | ACCTGCTGGCGTCTTAGATT                         | qRT-PCR    |
| <i>Gata6</i> F  | Fw              | GAGCTGGTGCTACCAAGAGG                         | qRT-PCR    |
| <i>Gata6</i> R  | Rv              | TGCAAAAGCCCATCTCTTCT                         | qRT-PCR    |
| <i>Cyp11a</i> F | Fw              | AAGTATGGCCCCATTTACAGG                        | qRT-PCR    |
| <i>Cyp11a</i> R | Rv              | GAGTATCGACGCATCCTTGG                         | qRT-PCR    |
| <i>Hsd3b</i> F  | Fw              | GCTCCAGACTGGGACTGCTGACAC                     | qRT-PCR    |
| <i>Hsd3b</i> R  | Rv              | AATCCTCTGGCCCCAAAACCCCTC                     | qRT-PCR    |
| <i>Gapdh</i> F  | Fw              | CAATGTGTCCGTCGTGGATCT                        | qRT-PCR    |
| <i>Gapdh</i> R  | Rv              | GCCTGCTTCACCACCTTCTT                         | qRT-PCR    |
| <i>Hprt1</i> F  | Fw              | GCCCCAAAATGGTTAAGGTT                         | qRT-PCR    |
| <i>Hprt1</i> R  | Rv              | CAAGGGCATATCCAACAACA                         | qRT-PCR    |
| <i>Kdm1a</i> F  | Fw              | TCTGGAAAATTTTGTGGTGCT                        | qRT-PCR    |
| <i>Kdm1a</i> R  | Rv              | AGATGAGGCGGATGGTAATG                         | qRT-PCR    |
| <i>Kdm1b</i> F  | Fw              | CTACAGGGCGTGGTGGTG                           | qRT-PCR    |
| <i>Kdm1b</i> R  | Rv              | CCTCATCGAGACGTGCTG                           | qRT-PCR    |
| Carrier oligo   | Fw              | /5AmMC6/GTAGGGATAACAGGGTAATTA                | ChIP-seq   |
|                 |                 | GGGATAACAGGGTAATTAGGGATAACAG                 |            |
|                 |                 | GGTAATTAGGGATAACAGGGTAATTAGG                 |            |
|                 |                 | GATAACAGGGTAATTAGGGATAACAGGG<br>TAAT*/3AmMO/ |            |
| Carrier oligo   | Rv              | /5AmMC6/GATTACCCTGTTATCCCTAATTA              | ChIP-seq   |
|                 |                 | CCCTGTTATCCCTAATTACCCTGTTATCCC               |            |
|                 |                 | TAATTACCCTGTTATCCCTAATTACCCTGT               |            |
|                 |                 | TATCCCTAATTACCCTGTTATCCC<br>TA*/3AmMO/       |            |

**Table S2. Antibodies used in this study.**

| Name                     | Host   | Dilution/<br>amount          | Source              | Cat#   | RRID       | Batch#          |
|--------------------------|--------|------------------------------|---------------------|--------|------------|-----------------|
| PLZF                     | Goat   | 1:200 (IF)                   | R&D Systems         | AF2944 | AB_2218943 | VUG0212101R     |
| H3K27me3                 | Rabbit | 1:800 (IF)<br>0.25 µg (ChIP) | Millipore           | 07-449 | AB_310624  | 2382150         |
| H3K9me3                  | Rabbit | 1:200 (IF)<br>0.25 µg (ChIP) | Abcam               | ab8898 | AB_306848  | GR306402-1      |
| KDM6A/UTX                | Rabbit | 1:300 (IF)                   | Cell Signaling      | 33510  | AB_2721244 | 3, Ref. 12/2019 |
| KDM6B/JMJD3              | Rabbit | 1:200 (IF)                   | Cell Signaling      | 3457   | AB_1549620 | 2, Ref. 05/2017 |
| Alexa Plus 647 anti-goat | Donkey | 1:200 (IF)                   | Invitrogen          | A32849 | AB_2762840 | UD282514        |
| Alexa 488 anti-rabbit    | Donkey | 1:200 (IF)                   | Molecular<br>Probes | A21206 | AB_2535792 | 2072687         |

**Table S3. List of the genes associated with developmental or apoptotic terms.**

| Gene            | Chr | Start     | End       | Strand | ID                  | Related_term |
|-----------------|-----|-----------|-----------|--------|---------------------|--------------|
| <i>Arhgef28</i> | 13  | 97899469  | 98206439  | -      | ENSMUSG000000021662 | Development  |
| <i>Bmp6</i>     | 13  | 38345107  | 38500302  | +      | ENSMUSG000000039004 | Development  |
| <i>Dll4</i>     | 2   | 119325784 | 119335962 | +      | ENSMUSG000000027314 | Development  |
| <i>Ebf4</i>     | 2   | 130295169 | 130370481 | +      | ENSMUSG000000053552 | Development  |
| <i>Ednra</i>    | 8   | 77663031  | 77724464  | -      | ENSMUSG000000031616 | Development  |
| <i>Ephb2</i>    | 4   | 136647539 | 136835988 | -      | ENSMUSG000000028664 | Development  |
| <i>Fat3</i>     | 9   | 15910189  | 16501285  | -      | ENSMUSG000000074505 | Development  |
| <i>Foxc1</i>    | 13  | 31806633  | 31812476  | +      | ENSMUSG000000050295 | Development  |
| <i>Frzb</i>     | 2   | 80411970  | 80447625  | -      | ENSMUSG000000027004 | Development  |
| <i>Gas7</i>     | 11  | 67455091  | 67688990  | +      | ENSMUSG000000033066 | Development  |
| <i>Hoxc13</i>   | 15  | 102921103 | 102928814 | +      | ENSMUSG000000001655 | Development  |
| <i>Hspb7</i>    | 4   | 141420779 | 141425311 | +      | ENSMUSG000000006221 | Development  |
| <i>Kdr</i>      | 5   | 75932827  | 75978458  | -      | ENSMUSG000000062960 | Development  |
| <i>Lta</i>      | 17  | 35203165  | 35205351  | -      | ENSMUSG000000024402 | Development  |
| <i>Ltb</i>      | 17  | 35194439  | 35196320  | +      | ENSMUSG000000024399 | Development  |
| <i>Ltbr</i>     | 6   | 125306571 | 125313885 | -      | ENSMUSG000000030339 | Development  |
| <i>Mixl1</i>    | 1   | 180693043 | 180697034 | -      | ENSMUSG000000026497 | Development  |
| <i>Nfkb2</i>    | 19  | 46304320  | 46312385  | +      | ENSMUSG000000025225 | Development  |
| <i>Ppara</i>    | 15  | 85734983  | 85802819  | +      | ENSMUSG000000022383 | Development  |
| <i>Ryr2</i>     | 13  | 11553102  | 12106945  | -      | ENSMUSG000000021313 | Development  |
| <i>Sema3c</i>   | 5   | 17574281  | 17730268  | +      | ENSMUSG000000028780 | Development  |
| <i>Slfn5</i>    | 11  | 82951349  | 82964840  | +      | ENSMUSG000000054404 | Development  |
| <i>Sox8</i>     | 17  | 25565892  | 25570686  | -      | ENSMUSG000000024176 | Development  |
| <i>Tll2</i>     | 19  | 41082753  | 41206835  | -      | ENSMUSG000000025013 | Development  |
| <i>Tnni3</i>    | 7   | 4518305   | 4524229   | -      | ENSMUSG000000035458 | Development  |
| <i>Vegfb</i>    | 19  | 6982473   | 6987651   | -      | ENSMUSG000000024962 | Development  |
| <i>Clql3</i>    | 2   | 13003457  | 13011806  | -      | ENSMUSG000000049630 | Apoptosis    |
| <i>Cbln4</i>    | 2   | 172036233 | 172043466 | -      | ENSMUSG000000067578 | Apoptosis    |
| <i>Col8a2</i>   | 4   | 126286793 | 126314330 | +      | ENSMUSG000000056174 | Apoptosis    |
| <i>Emp2</i>     | 16  | 10281749  | 10313968  | -      | ENSMUSG000000022505 | Apoptosis    |
| <i>Kcnip3</i>   | 2   | 127456498 | 127522094 | -      | ENSMUSG000000079056 | Apoptosis    |
| <i>Lta</i>      | 17  | 35203165  | 35205351  | -      | ENSMUSG000000024402 | Apoptosis    |
| <i>Ltb</i>      | 17  | 35194439  | 35196320  | +      | ENSMUSG000000024399 | Apoptosis    |
| <i>Ltbr</i>     | 6   | 125306571 | 125313885 | -      | ENSMUSG000000030339 | Apoptosis    |
| <i>Prkcb</i>    | 7   | 122288751 | 122634402 | +      | ENSMUSG000000052889 | Apoptosis    |
| <i>Sulf1</i>    | 1   | 12692277  | 12861192  | +      | ENSMUSG000000016918 | Apoptosis    |
| <i>Tmem102</i>  | 11  | 69803603  | 69805624  | -      | ENSMUSG000000089876 | Apoptosis    |
| <i>Tnfrsf21</i> | 17  | 43016555  | 43089189  | +      | ENSMUSG000000023915 | Apoptosis    |
| <i>Trafl</i>    | 2   | 34941750  | 34961772  | -      | ENSMUSG000000026875 | Apoptosis    |

How the deposited data were processed for this re-analysis (not part of the article)

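RNA was measured in 12 Smart-seq2 libraries of GFRa1+/KIT- spermatogonia, 5 from control and 7 from surgically cryptorchid mouse testes. Surgery was on the left testis, the right testis was the control, and which libraries share a mouse is not stated, so the main tests are unpaired. The libraries were mapped to conditions and replicate numbers from the sample names and the paper, and the values were read by column name. The 21859 genes are those of the authors' table, in which 0 columns belonged to no sample.

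To make the deposited values, the authors trimmed the reads with Trim Galore!, mapped them to mm10 with HISAT2, counted them over protein-coding genes of the UCSC Table Browser annotation in SeqMonk, and scaled them to log2 RPM. The paper's text states no removal of duplicates for RNA-seq, and it states that datasets with excessive duplicates were excluded. The authors called differentially expressed genes with edgeR on read counts. As the deposited values are log2 RPM and not counts, edgeR was not used here, and the test written for log2 values was kept as planned. Whether RPM refers to all mapped reads or to reads on genes was read from the values. The total implied by the RPM steps was 4514298 to 28767673 reads in control and 3414861 to 22294802 in cryptorchid libraries, which is above the reads on genes in each library.

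The number of reads behind each value was recovered by scaling the lowest steps of each library to whole numbers, with the lowest value of a library taken as 0.9 reads. These reads give the depth, the floors of 3 reads and the check of replicates (chi-square of pairs of libraries over genes against sampling noise). Floors and read numbers cover counting error only. A pseudocount of 0.1 RPM was added to group means where a ratio of mean RPM was taken.

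Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on the deposited log2 RPM values over the 16932 genes with log2 of the mean RPM above -1, after the low-expression limit in the paper's methods. Genes were called at 2-fold and an unadjusted two-sided *P*-value of 0.05, and again at a Benjamini-Hochberg adjusted *P*-value of 0.05. Gene lists were tested with limma's fry, and the median of the Table S3 lists was set against 10000 random lists matched on mean expression. As fry is not an exact test, the mean log2 RPM of each list was also compared by an exact two-sided rank sum test, which was added after the data were seen. Single genes were tested by exact enumeration of the Wilcoxon rank sum, one-sided as in the legends of Fig. 5A and Fig. S4B, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Plots were drawn with matplotlib 3.10.9. Gene positions are those of GENCODE vM21 on GRCm38, the same build as mm10. The counting strand is not stated, so *Rbbp4* and *Ripk1*, whose exons overlap a gene on the other strand, are uncertain.

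On simulated data with 200 genes changed by a log2 fold change of 3 among 16932 genes with the means and totals of these libraries, the limma test recovered 97% of the changed genes. Of its calls 4.43% were false, and 4.82% of the unchanged genes had an unadjusted *P*-value under 0.05. The changed genes lay above 3 in log2 of the mean RPM, and reads were drawn at a dispersion of 0.3 without batches or outlying libraries. These shares check the method only. They do not give the power of the test on the real libraries, which hold batches and outlying libraries.

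The samples, tests, named genes, gene lists and most alternatives were fixed before the data were examined. Named genes are those the paper names for an RNA measurement and, of the called genes whose groups do not overlap, the 4 with the smallest *P*-values in each direction. *Nfkb2*, *Hspb7*, *Foxc1*, *Hoxc13*, *C1ql3*, *Cbln4*, *Sulf1*, *Emp2*, *Lta*, *Ltb* and *Ltbr* are from Table S3. The 13 marker lists cover undifferentiated spermatogonia, differentiating spermatogonia, spermatocytes, spermatids, Sertoli cells, Leydig cells, peritubular myoid cells, macrophages, lymphocytes, endothelial cells, immediate early genes, heat shock genes and cold-inducible genes. No gene is in more than 1 marker list, and none is in Table S3, Fig. 5A, Fig. S4B or the developmental genes named in the text. The study itself used *Gfra1* and *Kit* for sorting and *Zbtb16* (*Plzf*), *Kit*, *Gata4*, *Cyp11a* and *Hsd3b* as qRT-PCR markers, and these, the last 2 read as *Cyp11a1* and *Hsd3b1*, are in the lists.

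The alternatives were median centring and quantile normalization, log2(RPM + 1) and log2(RPM + 0.1), fold changes from mean RPM, no filter and a filter at 2, limma's array weights, voom on the recovered reads, the replicate number as a block, camera with a preset correlation of 0.01 or an estimated one, limma's *P*-value for single genes, all genes or Spearman's rho for the correlations, and each library left out in turn. A batch term, each batch alone and a common floor (the highest of the library floors, -1.92 log2 RPM) were added after the data were seen, as were, for the marker lists, the pseudocounts, mean RPM, the block and leaving libraries out. For each result of the fit over all genes, 100 splits of the libraries into 5 and 7 were drawn with a fixed seed, and 100 splits within batches for the fit with the batch term.

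The gene ontology terms, the genes with gained, lost or unchanged H3K27me3, the retroelements, the ChIP-seq data, immunofluorescence, TUNEL and qRT-PCR were not analysed here. Not every gene of Fig. S4B is reported singly.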

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

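The tests of the single libraries and of *Vat1l* were chosen after the results were seen. Among 66 groups of values (56 of single genes and 10 of library measures), 7 had a library far from the others of its group by Dixon's test, where chance gives about 3.3. Of these 7, 3 came from cryptorchid replicate 2, 2 from cryptorchid replicate 6 and 2 from cryptorchid replicate 1.

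Cryptorchid replicate 2 had the lowest values of *Tnfrsf1a* (-1.16 log2 RPM, against 2.10 to 4.14 in the other cryptorchid libraries) and of *Tlr3* (2.01, against 3.66 to 4.72). These rest on 5 and 45 reads, where the median of the other cryptorchid libraries predicts 83.0 and 245 reads. Its 10 most abundant genes took 5.45% of its reads, against 2.54% to 3.56% in the other cryptorchid libraries, which argues against a few genes taking most of the reads. It also had the lowest mean correlation with its own group among the 12 libraries. Without it, the log2 difference of *Tnfrsf1a* was 1.36 instead of 0.76. A weaker amplification of few molecules, or a difference between animals, stays open and was not tested.

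Cryptorchid replicate 1 had the most reads on genes of its group (20027902, against 3306771 to 9130420) and the fewest genes without reads (3054, against 4831 to 5799). Depth alone does not account for the latter, as control replicates 1 and 2 were deeper (22901521 and 24345368 reads) and had 4037 and 4394 genes without reads. The cause was not tested.

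*Hoxb13* had 1 read in cryptorchid replicate 6 (-2.19 log2 RPM, against 1.39 to 2.96 in the other cryptorchid libraries). The median of the other cryptorchid libraries predicts 16.7 reads at its depth. Control replicate 5 also had 1 read of *Hoxb13*. Sampling of reads alone would rarely give 1 read, but loss of few cDNA molecules before amplification may also give it, and these cannot be told apart without molecular identifiers. Without this library the log2 difference of *Hoxb13* was 1.20 instead of 0.60.

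*Dnajb8* was 4.58 log2 RPM in cryptorchid replicate 6, against 2.04 to 3.02 in the other cryptorchid libraries. The same library had the highest mean of the 10 spermatid markers among the cryptorchid libraries (7.46 log2 RPM, against 0.52 to 6.26 in the others), so more RNA of spermatids in that sort may account for it. Whether the sort or the animal differed was not tested.

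*Vat1l*, which the paper does not discuss, was higher in cryptorchid by 2.07 on the log2 scale, in 7 of 7 libraries above all 5 control libraries, with an adjusted limma *P*-value of 0.0229. A different mix of batches in the groups is argued against by the difference within each batch, of which the smaller was 1.84. In the fit without the batch, 7 of 100 splits of the libraries gave at least as many genes with an adjusted *P*-value under 0.05. A gene of this rank may therefore also arise without an effect of the condition. With the batch term, 2 of 100 splits within batches gave at least as many, and *Vat1l* had an adjusted limma *P*-value of 0.00956. The digestion temperature followed the condition for all libraries and stays open, as does the cryptorchid testis itself.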

How the results depend on the processing

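The batch term, the fits of each batch alone, the common floor and, for the marker lists, the pseudocounts, mean RPM, the block and leaving libraries out were chosen after the results were seen. The 2 counts of genes at 2-fold stayed within 1.5 times the main ones (603 higher and 399 lower) with both scalings, both pseudocounts, fold changes from mean RPM, the common floor and voom, and without the filter. They left that range with the stricter filter (385 higher, fewer genes tested), array weights (703 lower) and the batch term (635 lower). Batch 1 alone (287 higher), batch 2 alone (705 lower) and the replicate block given below also left it. The cause was not tested where none is given.

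Main counts at an adjusted *P*-value of 0.05 were 1 higher and 1 lower gene. The lower count was 3 with median centring, 3 with quantile normalization, 2 with log2(RPM + 1), 2 without the filter and 2 with voom. Array weights gave 252 higher and 224 lower genes, the batch term 15 and 31, and batch 1 or batch 2 alone 0 and 0, where 287 and 345 or 635 and 705 genes passed 2-fold at an unadjusted *P*-value of 0.05. Array weights were 0.368 for control replicate 3 and 2.97 for cryptorchid replicate 4, the lowest and highest. They followed the batches, with at most 0.790 in batch 1 and at least 1.26 in batch 2.

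Labels give both groups the replicate numbers 1 to 5, and libraries of the same number deviated together with r of 0.35, 0.36, 0.41, 0.25 and 0.05, of which the last is too low to establish pairs. Libraries of other numbers had a mean r of -0.0436 (0.0859 within a batch) and at most 0.274, which replicates 1 to 3 exceeded. Pairing of some replicates is therefore possible but not established, and the main tests leave it out. The right testis of operated mice served as the control, but which libraries share a mouse is not stated. With the replicate number as a block, 778 higher and 900 lower genes passed 2-fold, 382 and 567 after adjustment. Of the 16 swaps of the groups within same-number pairs, a test chosen after the results were seen, 1 (the real one) gave as many genes at 2-fold (1678 in both directions, the next 1022) and 1 (the real one) as many after adjustment (949, the next 0, where 1022 or fewer passed 2-fold unadjusted). With 16 swaps the share cannot go under 0.05, so chance cannot be excluded at that level. With the block, 56.1% of the genes past 1.5-fold were higher. The log2 difference of *Eed* was then -0.014 and that of *Ripk1* 0.32. Of the marker lists, 5 had an adjusted fry *P*-value under 0.05 with the block in limma and not without it, namely spermatids, endothelial cells, lymphocytes and immediate early genes (each 0.0337) and heat shock genes (0.0458). The median of the spermatid markers was -3.25, that of undifferentiated spermatogonia 0.026 instead of -0.01, and 11 of 11 immediate early genes were higher.

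The share of genes past 1.5-fold that were higher in cryptorchid was 60.3%. It was 54.1% with median centring, 49.1% with quantile normalization, 58.2% with log2(RPM + 1), 58.0% with the common floor, 64.5% with fold changes from mean RPM, 73.8% without the filter, 54.7% with the stricter filter, 55.7% with array weights, 55.2% with the batch term, 57.4% in batch 1 and 48.8% in batch 2. Quantile normalization sets the distributions of the libraries equal by construction.

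With each library left out in turn, 501 to 750 genes were higher and 280 to 572 lower at 2-fold, 0 to 3 and 0 to 6 after adjustment, and the share was 51.3% to 65.4%. The largest lower count (572) and the lowest share came without control replicate 3, and the count of 6 without cryptorchid replicate 6. The number of Fig. 5A genes with an exact *P*-value under 0.05 was 0 to 1, with *Ezh2* passing without control replicate 5 and *Suz12* without cryptorchid replicate 1, and that of Fig. S4B genes was 3 to 4. Log2 differences that changed sign ranged from -0.041 to 0.41 for *Eed*, -0.034 to 0.48 for *Kdm6b*, -0.17 to 0.99 for *Tnf*, -0.16 to 1.17 for *Tradd*, -0.42 to 0.98 for *Casp8*, -0.61 to 0.12 for *Ripk1* and -0.13 to 1.20 for *Hoxb13*.

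For *Tnf* the log2 difference of 0.33 became -0.68 with quantile normalization, -0.061 with log2(RPM + 1), -0.012 with log2(RPM + 0.1), -0.31 with the common floor and -0.36 with mean RPM, as 10 of its 12 libraries had no reads. *Casp8* was -0.22 with mean RPM. The median of the macrophage markers was -0.13 with quantile normalization and -0.095 with the batch term, against 0.35, and that of the peritubular myoid markers -0.31 with mean RPM, against 0.56. With each library left out, the medians that changed sign ranged from -0.40 to 0.021 for differentiating and -0.12 to 0.055 for undifferentiated spermatogonia, -0.016 to 0.63 for immediate early genes, -0.059 to 1.14 for lymphocytes, -0.14 to 0.76 for macrophages and -0.057 to 1.38 for peritubular myoid cells.

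Of the mean correlations, that between groups moved to 0.842 and that within control to 0.861 over all genes, and that within control to 0.913 with Spearman's rho. The medians of both Table S3 lists stayed above 0 with *P*-values under 0.05 in each alternative run. For single genes and marker lists, 298 values stayed the same, 10 became stronger, 2 became weaker and 12 changed sign across alternatives with all libraries, and with 1 library left out 366 stayed the same, 10 became stronger and 20 changed sign.

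Of the genes of Fig. S4B, *Tnf*, *Il4*, *Fas*, *Casp8* and *Tradd* had 0 reads in at least 1 control library. The cause was not tested.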

Differences from the paper's values

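The 16 *P*-values printed in Fig. 5A and Fig. S4B differ from the exact one-sided ones of the 12 deposited libraries by at most 0.00697. For this match the PRC2 genes were tested for lower and all other genes for higher expression, a choice the legends do not state. The gaps below therefore concern the drawn boxes and not the tests, and their cause stays open. The lowest control value of *Fas* is about -5.2 log2 RPM in Fig. S4B, read by eye, and was -3.50 here. Of the alternatives set before the data were examined, median centring, quantile normalization, both pseudocounts and leaving out any library did not close this gap. The lowest cryptorchid value of *Tnf* is about -4.6 in Fig. S4B, read by eye, and was -3.63 here, and these alternatives did not close this gap either. The lowest cryptorchid value of *Ripk1* is about 2.8 in Fig. S4B, read by eye, and was 0.81 here. It was 2.82 without cryptorchid replicate 6 and 1.46 with log2(RPM + 1), which lie nearer to the drawn value, while median centring, quantile normalization, log2(RPM + 0.1) and leaving out any other cryptorchid library did not close it.

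The paper's counts of 446 higher and 410 lower genes lie within 1.5 times those found here (603 and 399). Quantile normalization gave 449 higher and 537 lower genes, log2(RPM + 1) gave 455 and 376, and log2(RPM + 0.1) gave 571 and 413. Other settings with all libraries passed 1.5 times the paper's higher count. They were no filter (867 higher, 413 lower), voom (785 and 497), array weights (882 and 703) and the replicate block (778 and 900).

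Table S3 lists 26 development and 13 apoptosis genes without fold changes. Read as part of the genes higher by more than 1.5-fold in Fig. 4A, all of them should pass that limit, and 21 and 12 did here. With fold changes from mean RPM, the numbers were 26 and 13. *Nfkb2*, in the same reading higher, had a log2 fold change of -0.35 here, and 1.11 as a ratio of mean RPM. *Hoxb13* is among the developmental genes the paper names, whereas Table S3 lists *Hoxc13*. In Fig. S4B the paper describes a general increase, and *Ripk1* had a log2 difference of -0.31 here. For *Kdm6b* the paper describes an increase that was not significant. Its log2 difference was 0.25 here over all libraries, 0.34 in batch 1 and -0.05 in batch 2.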

Other observations

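The tests of the batch term, the correlation between batches, the floor, the scaling, the exact tests of list means and the residual correlation with spermatid markers were chosen after the results were seen.

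In the fit without pairing and without the batch, the number of differentially expressed genes does not by itself tell the groups from other splits of the libraries. At 2-fold and an unadjusted *P*-value of 0.05, 17 of 100 splits into 5 and 7 libraries gave as many genes as the 1002 of the real one, and at an adjusted *P*-value of 0.05, 7 of 100 gave as many as its 2. The split that follows the batches gave 2401 and 720 genes, more than the groups did. With the batch as a term, 3 of 100 splits within batches gave as many as the real 1215 genes at 2-fold, and 2 of 100 as many as the real 46 after adjustment. Separation of the libraries over the 1000 genes with the smallest *P*-values was matched by 10 of 100 splits, each over its own 1000 genes. The median gap in mean r of the splits was 0.0898, against 0.172 for the real groups. Selection of the genes by the comparison itself may account for part or all of the separation. The splits did not keep the batches apart, so gaps that follow the batches cannot be told apart from selection. These splits treat the libraries as unpaired, although the right testis of operated mice served as the control and which libraries share a mouse is not stated.

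The batches give independent libraries for the same contrast. Across 16932 genes, which are not independent replicates, the log2 fold changes of batch 1 and batch 2 correlated with r of 0.333, and 2 of the 300 combinations of splits within the batches, the real one included, gave an r as large (exact *P*=0.00667). Among genes above 2 in log2 of the mean RPM r was 0.491. Of the 632 genes called in batch 1 alone, 549 (86.9%) had the same sign in batch 2, against 63.9% of all genes. The mix of batches in the groups therefore is argued against as the whole cause of the differences between them. Digestion temperature, which followed the condition in both batches, stays open.

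Genes with few reads lean towards higher values in cryptorchid. Past 1.5-fold, 96.0% of the genes under the filter were higher, and 53.8% once all libraries had the same floor, so that the floor of each library may account for that lean. The 16932 genes tested leaned less, with 60.3% (95% Wilson interval 59.0% to 61.5%, which treats genes as independent) past 1.5-fold higher, and still 58.0% with the common floor, so the floor alone is argued against there. The share was 68.5% between -1 and 2 in log2 of the mean RPM, 57.1% between 2 and 5 and 49.9% above 5. Quantile normalization gave 49.1%, but as it sets the distributions equal it cannot tell a scaling effect from a real shift of weakly expressed genes, and these cannot be told apart. The paper's share for the genes with lost H3K27me3 is 72.6%, to be read against a share over all genes that depends on the floor, the filter and the scaling.

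The floor is argued against as the whole cause of the rise of *Il4*, *Tlr3*, *Cd2* and the Table S3 development genes. With a common floor, the largest exact one-sided *P*-value of *Il4*, *Tlr3* and *Cd2* was 0.0139, and the median log2 fold change of the Table S3 development genes was 0.96, against 0.13 for random lists of equal expression under that floor. That list was read as chosen for higher mRNA in these same libraries, so a median above random lists follows from the choice. It shows only that the rise remains under 1 floor. For *Fas* the floor had a part, as its log2 difference went from 2.07 to 1.47 and its exact one-sided *P*-value from 0.0745 to 0.106, and *Tnf* changed sign.

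A lower content of spermatid RNA was examined as a hypothesis. All 10 spermatid markers had a lower mean log2 RPM in cryptorchid, with a median log2 fold change of -2.38. The mean of *Prm2*, the most abundant, was 738 RPM in control and 121 RPM in cryptorchid. With fold changes from mean RPM the median was -1.45 and 2 markers were higher. These were *Acrv1* (75.5 to 95.7 RPM) and *Spaca1* (50.9 to 53.1 RPM). Without cryptorchid replicate 2 the median was -1.64, and 2 markers were higher. Each of the 10 had a mean above 10 RPM in the control sorts. The list was not past 0.05 in fry (*P*=0.0853, 0.370 after adjustment over 13 lists; exact two-sided *P* of the list mean 0.0732), although it was in camera with a preset correlation (adjusted *P*=2.69e-06), a call that did not hold under fry or with an estimated correlation (0.583). With the batch term fry gave 0.0180, and 0.117 after adjustment. The mean of the list was 6.76 ± 1.17 log2 RPM (SD, n=5) in control and 4.56 ± 2.29 (SD, n=7) in cryptorchid, with an exact two-sided *P*-value within batches of 0.020. Spermatocyte markers went both ways, with 4 of 8 higher (median 0.09, fry *P*=0.418, exact two-sided *P* of the list mean 0.639), *Ldhc* going from 671 to 572 RPM and *Sycp2* from 111 to 188 RPM, so they leave open whether RNA of later spermatocytes fell along with that of spermatids. Of the 8, 7 had a mean above 10 RPM in the control sorts. Within groups and batches, the 394 lower genes outside the list followed the mean of the spermatid markers with a median residual r of 0.340, where 95% of random lists of equal expression lay below 0.0230, and the 603 higher genes with -0.0243. Less spermatid RNA in the cryptorchid sorts may therefore account for part of the lower genes. Whether it comes from RNA carried into the sort or from the loss of late germ cells in the cryptorchid testis was not tested.

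Cells of other types were examined as a source of the higher genes of Table S3. Endothelial markers were higher in 7 of 8 genes (median 0.45, fry *P*=0.0430, 0.279 after adjustment; exact two-sided *P* of the list mean 0.0732, or 0.0303 with the marker under the filter included, and 0.113 within batches either way), but the most abundant, *Flt1* and *Egfl7*, went from 29.7 to 33.4 RPM and from 15.6 to 12.8 RPM. *Cdh5* rose from 2.53 to 6.86 RPM and *Tie1* from 0.108 to 0.874 RPM, each in both batches. Both had an adjusted limma *P*-value of 0.359 over all genes, and *Tie1* was at the floor in control. Lymphocyte markers had a median of 0.69 with 4 of 7 genes higher (fry *P*=0.289, exact two-sided *P* of the list mean 0.432), with *Lck* rising from 12.3 to 35.8 RPM and *Coro1a* falling from 23.0 to 16.6 RPM, and macrophage markers a median of 0.35 (fry *P*=0.652, exact 0.755). Of these lists, 2, 2 and 1 genes had more than 10 RPM in the control sorts, so the high baseline of their abundant genes leaves a small share of such cells possible, and it cannot be told apart from expression in the spermatogonia. Sertoli (median 0.38, fry *P*=0.397, exact 0.432), Leydig (0.47, 0.527 and 0.268) and peritubular myoid (0.56, 0.271 and 0.343) markers were not past 0.05 either, nor were those of undifferentiated (-0.01, 0.813 and 0.639) and differentiating (-0.19, 0.640 and 0.639) spermatogonia.

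Temperature enters the design through both the cryptorchid position and the digestion. Immediate early genes, as a readout of the warmer digestion, were higher in 7 of 11 genes (median 0.36, fry *P*=0.607, exact two-sided *P* of the list mean 0.639). With the batch term 11 of 11 were higher (median 0.64, fry *P*=0.0690, adjusted 0.224, exact within batches 0.0533), so a response to the digestion stays open. Heat shock genes were higher in 10 of 12 genes (median 0.32, fry *P*=0.244, exact 0.343), with *Hsp90aa1* going from 1589 to 2942 RPM. *Hspa1a* and *Hspa1b* had log2 fold changes of -1.02 and -0.96, and both were lower in each batch. The cold-inducible genes *Cirbp* and *Rbm3* were lower by a median log2 fold change of -0.89 (fry *P*=0.0120, 0.156 after adjustment; exact 0.106). Camera with a preset correlation gave the cold-inducible genes an adjusted *P*-value of 0.0407, which did not hold under fry or with an estimated correlation (0.395). Without control replicate 3 their median was -1.22, with an adjusted fry *P*-value of 4.41e-05. Apart from those of *Hspa1a* and *Hspa1b*, these directions are those a warmer testis could give. In the fit over all libraries, however, the lists did not pass adjustment, and the calls depended on the fit. Testis and digestion temperature cannot be told apart because they changed together.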
